# Phosphorylation of NFATC1 at PIM1 target sites is essential for its ability to promote prostate cancer cell migration and invasion

**DOI:** 10.1186/s12964-019-0463-y

**Published:** 2019-11-15

**Authors:** Sini K. Eerola, Niina M. Santio, Sanni Rinne, Petri Kouvonen, Garry L. Corthals, Mauro Scaravilli, Giovanni Scala, Angela Serra, Dario Greco, Pekka Ruusuvuori, Leena Latonen, Eeva-Marja Rainio, Tapio Visakorpi, Päivi J. Koskinen

**Keywords:** Prostate cancer, Metastatic carcinoma, NFATC1, PIM kinases, Cell motility

## Abstract

**Background:**

Progression of prostate cancer from benign local tumors to metastatic carcinomas is a multistep process. Here we have investigated the signaling pathways that support migration and invasion of prostate cancer cells, focusing on the role of the NFATC1 transcription factor and its post-translational modifications. We have previously identified NFATC1 as a substrate for the PIM1 kinase and shown that PIM1-dependent phosphorylation increases NFATC1 activity without affecting its subcellular localization. Both PIM kinases and NFATC1 have been reported to promote cancer cell migration, invasion and angiogenesis, but it has remained unclear whether the effects of NFATC1 are phosphorylation-dependent and which downstream targets are involved.

**Methods:**

We used mass spectrometry to identify PIM1 phosphorylation target sites in NFATC1, and analysed their functional roles in three prostate cancer cell lines by comparing phosphodeficient mutants to wild-type NFATC1. We used luciferase assays to determine effects of phosphorylation on NFAT-dependent transcriptional activity, and migration and invasion assays to evaluate effects on cell motility. We also performed a microarray analysis to identify novel PIM1/NFATC1 targets, and validated one of them with both cellular expression analyses and in silico in clinical prostate cancer data sets.

**Results:**

Here we have identified ten PIM1 target sites in NFATC1 and found that prevention of their phosphorylation significantly decreases the transcriptional activity as well as the pro-migratory and pro-invasive effects of NFATC1 in prostate cancer cells. We observed that also PIM2 and PIM3 can phosphorylate NFATC1, and identified several novel putative PIM1/NFATC1 target genes. These include the ITGA5 integrin, which is differentially expressed in the presence of wild-type versus phosphorylation-deficient NFATC1, and which is coexpressed with PIM1 and NFATC1 in clinical prostate cancer specimens.

**Conclusions:**

Based on our data, phosphorylation of PIM1 target sites stimulates NFATC1 activity and enhances its ability to promote prostate cancer cell migration and invasion. Therefore, inhibition of the interplay between PIM kinases and NFATC1 may have therapeutic implications for patients with metastatic forms of cancer.

**Graphical abstract:**

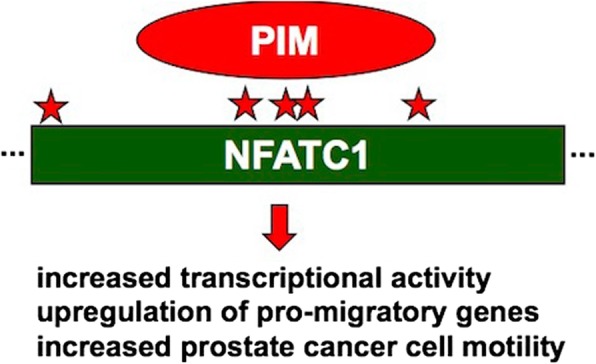

## Background

Prostate cancer is globally one of the most prevalent cancers in men. Locally restricted prostate cancer is usually not fatal, but there is a clear need for effective therapies to prevent or stop progression of local tumors to a metastatic state spreading to bones and other vital organs. Formation of metastases is a multistep process, which includes detachment of cancer cells from the primary tumor, migration, adhesion and invasion of cancer cells into blood or lymph vessels, and infiltration of the cells to secondary sites. Thus, improved understanding of the proteins and signaling pathways that regulate the metastatic growth of cancer cells is essential when developing therapies to treat prostate cancer patients.

NFAT (Nuclear Factor of Activated T cells) transcription factors are ubiquitously expressed in human tissues, where they control cellular processes, such as immune responses [1]. However, one of the family members, NFATC1, has also been shown to act as an oncogene that promotes cancer cell proliferation and transformation [2]. Accordingly, elevated levels as well as increased transcriptional activity of NFATC1 have been detected in both solid cancers and hematological malignancies. NFATC1 has been shown to support cell migration or invasion in multiple types of cancer, such as ovarian, breast and prostate cancer as well as glioblastoma [3–7]. Furthermore, it has been reported to support metastatic behavior of prostate or breast cancer cells via increased osteoclastogenesis [8, 9].

Both the subcellular localization and transcriptional activity of NFAT proteins are post-translationally regulated. Most previously identified phosphorylation sites in NFATC1 have been located to the serine-rich regions (SRRs) and SPXX motifs within the NFAT homology region [10, 11]. Phosphorylation of these sites by kinases such as PKA and GSK3 results in nuclear exit and inactivation of NFATC1. By contrast, dephosphorylation of these sites by the calcium-dependent phosphatase calcineurin leads to nuclear translocation and transcriptional activation.

We have previously shown that the oncogenic PIM1 kinase directly interacts with NFATC1 and phosphorylates it in vitro [12]. However, in contrast to other kinases, PIM1 does not affect the subcellular localization of NFATC1, but stimulates its transcriptional activity in both immune and neuronal cells [12, 13]. PIM1 belongs to a family of three serine/threonine-specific kinases, which have partially overlapping expression patterns, but share several functions to support cell proliferation and survival [14–16]. Increased expression of PIM family members has been detected both in hematological malignancies and in solid tumors. In prostate cancer, overexpression of either PIM1 or PIM3 positively correlates with tumor size, aggressiveness and/or poor patient survival [17–21]. Furthermore, PIM kinases have been linked to regulation of prostate cancer cell motility in several cell-based and animal models, where they have supported cell migration, invasion, tumor angiogenesis and the formation of metastases [4, 16, 22]. As also NFATC1 promotes motility of prostate cancer cells and as PIM-selective inhibitors can block this [4], we now wanted to investigate whether or not PIM-dependent phosphorylation of NFATC1 is important for migration and invasion of prostate cancer cells. Therefore, we identified and mutated the PIM targets sites from NFATC1 and analysed the impact of these mutations in three prostate cancer cell lines, the hormone-insensitive PC-3 and DU-145 cells and the hormone-sensitive LNCaP cells. We also performed a microarray analysis to identify putative phosphorylation-dependent target genes for NFATC1.

## Methods

### Cell culture

The cell culture conditions for prostate epithelial adenocarcinoma cell line PC-3 and the stable cell lines overexpressing human PIM1 have been previously described [22]. DU145 and LNCaP prostate cancer cell lines were obtained from American Type Culture Collection (Manassas, VA) and cultured under recommended conditions. For transient transfections, Fugene 6 or HD reagents (Promega, Fitchburg, WI, USA) were used in 1:2 or 1:3 ratio to DNA according to manufacturer’s instructions. All the cell lines were frequently tested for mycoplasma contamination. Viability of cells was analysed by the MTT assay [4] or the AlamarBlue® cell viability assay (Thermo Fisher Scientific, Waltham, MA, USA).

### DNA constructs and cloning

The pcDNA3.1/V5-HisC, pGEX-6P-1 and pTag-RFP vectors expressing wild-type (WT) or kinase-deficient (KD) human PIM1, 2 or 3 or mouse PIM3 have been previously described [23]. The NFAT-luciferase reporter plasmids as well as wild-type (WT), N-terminally truncated (amino acids 1–418), dominant negative (DN, amino acids 410–680) and constitutively active SRR mutant (mSRR) human NFATC1 expression vectors based on pGEX-3X or pBJ5-Flag were kindly provided by the group of G.R. Crabtree (Stanford University, CA, USA) [10, 24]. Truncated NFATC1 was digested from pGEX-3X with PflMI and ligated to pEYFP-C2 (Clontech Laboratories, Mountain View, CA, USA). Full-length NFATC1 was multiplied by PCR from pBJ5-NFATC1-Flag by using a forward primer (5′ GCG GTA CCG CCA CCA TGG ACT ACA AGG CA 3′) and a reverse primer (5′ CCC GGA TCC CTG CGT CTT TAG 3′), digested with KpnI and BamHI, and ligated into pFlag-CMV-2 (Sigma-Aldrich), from where it was further transfered to pEGFP-C3 (Clontech) by BglI and BamHI digestion, followed by ligation.

### NFATC1 mutagenesis

The QuikChange™ site-directed mutagenesis kit (Stratagene, Agilent Technologies, Santa Clara, CA, USA) was used to prepare phosphodeficient mutants of NFATC1. Mutations to replace serines or threonines with alanine residues were introduced into ten PIM1 target sites with the help of five different primer pairs (Additional file 1: Table S1), resulting in production of double mutant (DM, two primer pairs, 1–2), triple mutant (TM, three primer pairs, 3–5) or multi mutant (MM, all primer pairs) NFATC1.

### In vitro kinase assays

GST fusion proteins were produced in the *E. coli* BL21 strain as previously described [25] with minor modifications. Protein production was induced with 0,5 mM IPTG and protease activity was inhibited by Aprotinin (1:200; Sigma-Aldrich) during cell lysis. Proteins were either eluted as fusion proteins or cleaved by the PreScission protease according to manufacturer’s protocol (GE Healthcare Life Sciences, Little Chalfont, UK). For in vitro kinase assays, cleaved PIM kinase (0.5 μg) and GST-tagged NFATC1 (amino acids 1–418) fusion protein (1 μg) were mixed prior to addition of the 2x kinase buffer (20 mM Pipes, pH 7.0, 5 mM MnCl_2_, 0.25 mM β-glycerophophate, 0.4 mM spermine, 10 μM ATP) with 0.5 MBq of [^32^P] adenosine triphosphate. To inhibit PIM kinase activity, samples were pre-treated for 15 min with 10 μM DHPCC-9, a pan-PIM inhibitor, which was kindly provided by P. Moreau (University of Clermont Auvergne, France) and dissolved in 0,1% DMSO. This ATP-competitive pyrrolocarbazole compound selectively inhibits catalytic activities of all PIM family members in vitro [26], in cell-based assays [4] and in mice xenografted with PIM-expressing prostate cancer cells [22]. After 15 to 30 min kinase reactions at 30 °C, samples were heated in 2x Laemmli sample buffer (LSB) for 5 min at 95 °C. Phosphorylated proteins were resolved in SDS-PAGE, stained by Page Blue solution (Thermo Fisher Scientific) and detected by autoradiography.

### Identification of NFATC1 in vivo phosphorylation sites by mass spectrometry

PC-3 cells were transiently transfected with the pEYFP-NFATC1 expression vector. After 48 h, cells were stimulated with TPA and IM for 1 h prior to cell lysis in RIPA buffer supplemented with complete mini EDTA-free protease inhibitors (Roche, Basel, Switzerland). Protein concentrations were determined by the DC Lowry method (Bio-Rad Laboratories, Inc., Hercules, CA, USA). 1 mg aliquots of proteins were mixed with Chromotek-GFP-Trap® Magnetic beads (Allele Biotechnology, San Diego, CA, USA), after which GFP-tagged proteins were immunoprecipitated according to manufacturer’s protocol, heated in 2x LSB, resolved in 10% Bis-Tris gel (Bio-Rad) and stained with colloidal coomassie blue solution (Thermo Fisher Scientific). NFATC1 protein isolation, trypsin digestion and titanium dioxide enrichment without salt extraction were performed as previously described [27, 28]. Thereafter, samples were analysed by LTQ Orbitrap Velos mass spectrometer (Thermo Fisher Scientific), using the HCD Top 10 method with 10 min gradient and mass value of 300 to 2000.

### Luciferase assays

To measure NFAT-dependent transcriptional activity, PC-3 cells were transiently transfected with the pGL3-IL-2-luciferase reporter and either pBJ5-NFATC1-Flag or an empty control vector. To stimulate NFATC1 activity and nuclear translocation, cells were treated for 7 h with 15 ng/ml of 12–0-tetradecanoyl-phorbol-13-asetate (TPA; Sigma-Aldrich, St. Louis, MO, USA) in DMSO and 1 μM ionomycin (IM; Merck KGaA, Darmstadt, Germany) in EtOH. To inhibit PIM kinase activity, cells were treated for 24 h with 10 μM DHPCC-9 in 0,1% DMSO. As controls for all chemical compounds, their solvents were used. 24 or 48 h after transfections, cells were collected, lysed in 1% NP-40 buffer by repeated freezing and thawing, and analysed for luciferase activity using the Luminoscan Ascent luminometer (Thermo Fisher Scientific).

To compare activities of wild-type (WT) and multi mutant (MM) NFATC1 in PC-3, DU-145 and LNCaP cell lines, cells were transiently transfected with the pGL3-NFAT-luciferase reporter and either WT or MM pCMV-NFATC1-Flag or an empty control vector. Renilla luciferase (pRLTk; Promega) was co-transfected as an internal transfection efficiency control. Part of the cells were treated with TPA and IM and/or DHPCC-9 as described above. To inhibit calcineurin activity and thereby also nuclear translocation of NFATC1, cells were treated for 24 h with 1 μM cyclosporine A (CsA; Merck) in EtOH. Luciferase assays with four parallel samples were performed on 96-well plates using the Dual-Glo® Luciferase Assay System (Promega) according to manufacturer’s protocol. Luciferase activities were measured with the EnVision 2104 Multilabel Reader (Perkin Elmer, Waltham, MA, USA). The results were presented as relative luciferase activity (RLU) corresponding to the firefly luciferase light emission values normalized against renilla luciferase light emission values.

### Localization assays

To determine the subcellular localizations of wild-type and mutant NFATC1 proteins, PC-3 cells plated on coverslips were transiently transfected with Flag-tagged expression vectors. After 48 h, cells were fixed, permeabilized and stained with anti-Flag antibody (Sigma-Aldrich) and Alexa Fluor™ 488 labelled anti-mouse secondary antibody (Thermo Fisher Scientific). Samples were imaged and analysed with the Zeiss ApoTome.2 fluorescence microscope and Zen lite 2012 software. Approximately 15 images were taken from each sample.

### Fluorescence-lifetime imaging method (FLIM)

To visualize interactions between RFP-tagged PIM1 and GFP-tagged NFATC1, PC-3 cells plated on coverslips were transiently transfected with the corresponding expression vectors and/or their empty controls. Part of the samples were treated overnight with DMSO or 10 μM DHPCC-9. 48 h after transfection, cell samples were fixed with 4% PFA and mounted with Mowiol. First, physical interactions between tagged proteins were measured by analysing GFP lifetime with Lambert Instruments Fluorescence Lifetime Attachment (LIFA) and LI-FLIM software as previously described [23]. Then co-localization of proteins was imaged by Zeiss LSM 780 confocal microscope and by sequential scanning with ZEN lite 2012 software. Excitation wavelengths were 488 nm (GFP) and 561 nm (RFP), and emission wavelengths 500–535 nm (GFP) and 599–651 nm (RFP). Image analyses were performed with the ImageJ® software (Wayne Rasband, NIH, USA).

### Wound healing assays

PC-3 or DU-145 cells were transiently transfected with wild-type or mutant NFATC1 expression vectors. 24 h later, samples were treated with either DMSO or 10 μM DHPCC-9. To confirm that changes in cell migration were not due to changes in cell proliferation, 15 μg/ml of the anti-proliferative agent mitomycin C (Sigma-Aldrich) was used. Scratching of the wounds, microscopy and image analyses of PC-3 cells were performed as previously described [4]. Imaging of DU-145 cells was performed with CM Technologies Cell-IQ (D.I. Biotech, Korea) by using 4x objective and image analysis with the Cell-IQ software 4.3 and scratch wound measurement tool.

### Boyden chamber invasion assays

One day after transfection, invasiveness of PC-3 cells was analysed using cell culture invasion inserts of 8 μm pore size (Corning BioCoat™ Matrigel® Invasion Chamber, Bedford, MA, USA) according to manufacturer’s instructions. For this purpose, cells were suspended in DMEM supplemented with 1% BSA (20,000 cells/each chamber) and either DMSO or 10 μM DHPCC-9. Conditioned medium from confluent MG-63 human osteosarcoma cells was used as a chemoattractant [29]. Cells were incubated for 48 h, after which insert membranes were fixed for 2 min in methanol and stained for 10 min with 0,2% crystal violet in methanol. Then they were cut out from the inserts and mounted with immersion oil. Invaded cells on the membranes were scanned by the Olympus BX51 scanner with Surveyor software and analysed by automated image analysis. Results were verified by manual counting with the ImageJ® software from 5 random fields of each membrane.

### Gelatinase activity assay

Gelatinase activity assay was performed with InnoZyme™ gelatinase (MMP-2/MMP-9) fluorogenic activity assay kit (Merck) according to manufacturer’s instructions. Medium samples for the assay were collected from the upper chambers of invasion inserts after the invasion assays described above. Samples were incubated at + 37 °C for 3 h protected from light. Fluorescence was then measured with the Envision plate reader (Perkin Elmer) with an excitation wavelength of 320 nm and an emission wavelength of 405 nm.

### Western blotting

Cells were lysed in 2x LSB and heated at 95 °C for 5 min. Proteins were separated by SDS-PAGE, immobilized onto PVDF-membrane (EDM Millipore, Merck) and incubated overnight with anti-PIM-1 (1:500, 12H8; Santa Cruz Biotechnology, Santa Cruz, CA, USA), anti-PIM-2 (1:1000, D1D2; Cell Signaling Technology, Danvers, MA, USA), anti-PIM-3 (1:1000, D17C9; Cell Signaling Technology), anti-NFATC1 (1:500, Santa Cruz Biotechnology), anti-V5 (1:500, Invitrogen, Carlsbad, CA, USA), anti-Flag (1:500, F1804; Sigma-Aldrich), anti-ACTB (anti-β-actin; 1:1000, 13E5, #4970S, Cell signaling Technology), anti-GAPDH (1:50000, Sigma-Aldrich), anti-β Tubulin (1:40000, Sigma-Aldrich) or anti-Fibrillarin (1:1000, Cell Signaling Technology) antibodies. After incubations with secondary antibodies, chemiluminescence reactions were generated using either Amersham™ ECL Plus or ECL Prime reagents (GE Healthcare).

### Microarray analyses

For microarray analyses, PC-3 cells with or without stable PIM1 overexpression were transiently transfected with wild-type (WT) or multi mutant (MM) NFATC1 expression vectors. At the following day, total RNAs were extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. The samples were then labelled and hybridized using the Agilent whole genome oligo microarray platform on Human Gene Expression v2 4x44K Microarray slides (G4845A; Agilent Technologies, Palo Alto, CA, USA). The slides were scanned on the Agilent C-Scanner and the raw expression values were extracted using the Agilent Feature Extraction software v. 11.0.1.1. Raw mRNA expression values were imported using limma read.maimages function. Low quality probes were filtered using the distribution of negative control probes as a reference. In particular, only probes whose raw expression values were higher than the 90th percentile of negative control probes were retained for successive analysis. Expression values were log2 transformed, quantile normalized between samples and median aggregated at the gene symbol level using Agilent annotation. A limma-based approach [30] was then applied to estimate the difference in average expression in each comparison. A fold-change cutoff (≥0.1) and *p*-value of (< 0.05) were used to determine differential gene expression.

### Canonical pathway analysis

IPA (Ingenuity Pathway Analysis, Ingenuity Systems) was used for functional enrichment and detection of pathways with significant alterations based on microarray gene expressions. In canonical pathway analysis -log(*p*-values) over threshold 2.5 were considered significant.

### Real-time quantitative polymerase chain reaction (qRT-PCR)

*PIM*, *NFATC1* and *ITGA5* expression levels were determined from total RNAs isolated from PC-3 cells as described above. Quantitative real-time PCR was performed using random hexamere primers, Maxima reverse transcriptase (Thermo Scientific), Maxima SYBR Green qPCR Master Mix (Thermo Fischer Scientific) and the CFX96™ Real-Time PCR Detection System (Bio-Rad Laboratories, Inc.). Each sample was run in triplicate, and expression values were normalized against the TATA-binding protein (TBP). Sequences of all primers (Sigma-Aldrich) for qRT-PCR are described in the Additional file 1: Table S2.

### Gene correlation analyses

Three distinct clinical data sets were used to assess correlations between two different genes in clinical prostate cancer patient samples: The Cancer Genome Atlas (TCGA) - Prostate adenocarcinoma RNA-Sequencing data [31], Integrative Genomic Profiling of Human Prostate Cancer microarray data [32] and Tampere PC sequencing data [33].

### Statistical analyses

The statistical significance of data from luciferase, wound healing, FLIM and cell viability assays was determined using the two-sided *t*-test. Cell invasion and gelatinase activity data were analysed by using the unpaired two-sided *t-*test or Wilcoxon matched pairs test. In RT-qPCR data validation, *P*-values were determined by the Mann-Whitney U-test. In gene correlation analyses, Pearson correlation coefficient and *P*-values were determined according to Gaussian populations. In all analyses, a *P*-value < 0.05 was considered statistically significant (*), *P* < 0.01 (**) and *P* < 0.001 (***). Error bars represent standard deviation (SD) values in each graph. Statistical analyses were performed using the GraphPad Prism version 5.02 (GraphPad Software, La Jolla, CA, USA).

## Results

### NFATC1 is endogenously expressed and constitutively active in PC-3 cells

As we had previously shown both PIM kinases and NFATC1 to be essential for the motility of PC-3 prostate cancer cells [4], we decided to use these cells in order to investigate in more detail the functional interactions between PIM and NFATC1 proteins. When we analysed the basal expression and transcriptional activity of NFATC1 in PC-3 cells, Western blotting with NFATC1 antibodies detected an endogenously expressed protein with the expected size of approximately 75 kDa (Fig. 1a). NFAT-dependent luciferase assays in turn revealed endogenous NFAT activity, which was dependent on the presence of NFAT binding sites (Fig. 1b), and which was enhanced by ectopic overexpression of NFATC1, but not by stimulation of cells with TPA and the calcium ionophore ionomycin (Fig. 1c). This was surprising, since usually the nuclear translocation and activation of NFATC1 is tightly regulated in a calcium- and calcineurin-dependent fashion [1, 2]. To determine the subcellular localization of NFATC1 in PC-3 cells, we transiently expressed there wild-type (WT) or mutant NFATC1 proteins (24; Table 1). While the dominant negative (DN) mutant was mostly retained in the cytoplasm and the constitutively active (mSRR) mutant in the nucleus, the WT protein could be detected in both compartments (Fig. 1d, Additional file 2: Figure S1A), suggesting that it can shuttle between the compartments of PC-3 cells. When we carried out wound healing assays to compare the effects of WT and mSRR NFATC1 on cell migration, we noticed that both of them enhanced cell motility as compared to control cells (Fig. 1e), while no major changes were observed in cell viability (Additional file 2: Figure S1B).

**Fig. 1:**
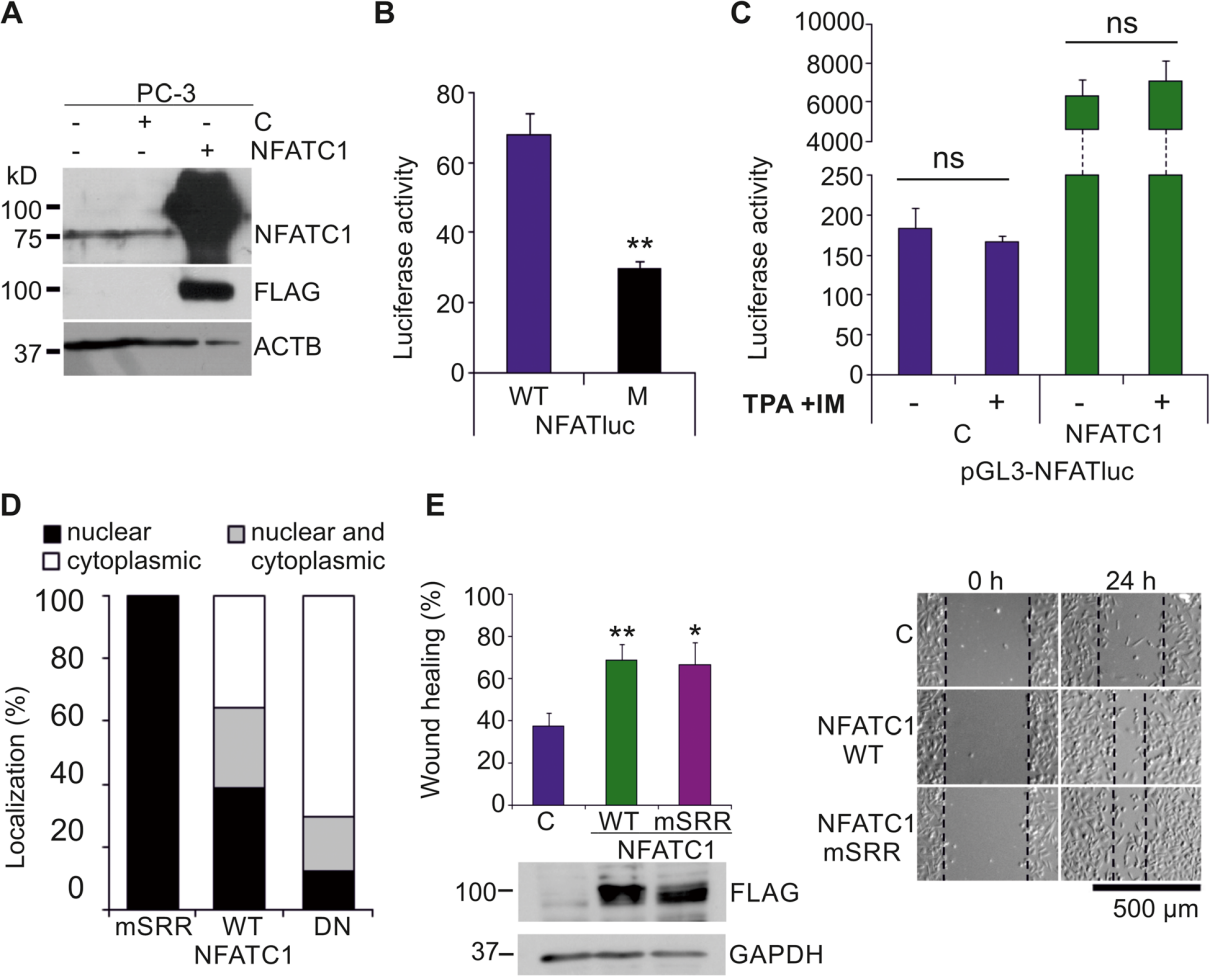
NFATC1 is constitutively active in PC-3 cells. Flag-tagged NFATC1 or its mutated derivatives were transiently expressed in PC-3 prostate cancer cells. Untransfected (−) or mock-transfected cells were used as controls. **a** The endogenous or ectopic expression levels of NFATC1 were analysed by Western blotting with antibodies against NFATc1 or Flag, while ACTB staining was used as a loading control. **b** The endogenous NFAT activity of PC-3 cells was measured by luciferase assays, using transiently transfected reporters with wild-type (WT) or mutated (M) NFAT binding sites. Shown are mean luciferase activities from two independent experiments. **c** The effects of TPA and ionomycin on NFAT activity were measured by luciferase assays. Shown are luciferase activities of duplicate samples from one representative experiment. **d** Subcellular localizations of transiently expressed wild-type (WT) NFATC1, the constitutively active (mSRR) mutant and the dominant negative (DN) mutant were analysed by confocal microscopy after staining with anti-Flag antibody. Shown are average localization patterns from one experiment with three parallel samples. **e** The abilities of WT NFATC1 and the mSRR mutant to promote cell motility were analysed by wound healing assays from three parallel samples. Equivalent expression of these proteins was confirmed by Western blotting with anti-Flag antibody, while GAPDH staining was used as a loading control

**Table 1:** Different NFATC1 forms and mutants used in the experiments

NFATC1 proteins	Mutated sites	Length
Wild type (WT)	none	full-length
Dominant negative (DN)	none	410–680 aa
Constitutively active (mSRR)	all 11 serines mutated to alanines in the SRR (172–194)	1–418 aa
Double mutant (DM)	S245, S269	full-length
Triple mutant (TM)	S151, S153, T154, S256, S257, S335, T338, T339	full-length
Multi mutant (MM)	S151, S153, T154, S245, S256, S257, S269, S335, T338, T339	full-length

The amino acid substitutions (from serine or threonine to alanine) and other mutations in NFATC1 and the length of each mutant protein used in this study

### PIM kinases phosphorylate NFATC1 in several serine and threonine residues

As we had previously shown that the PIM1 kinase phosphorylates NFATC1 and enhances its transcriptional activity [12], we now wanted to identify the as yet unknown PIM1 target sites in NFATC1 and to investigate their physiological roles in more detail. For this purpose, we carried out in vitro kinase assays with GST-tagged PIM-1 and NFATC1 (amino acids 1–418) produced in bacteria, and cell-based assays with YFP-tagged NFATC1 protein overexpressed in PC-3 cells. When phosphorylated NFATC1-derived peptides were subjected to mass spectrometry analyses, several novel phosphorylation target sites were discovered both from the in vitro samples and from the PC-3 cell-derived samples (Fig. 2a, Additional file 1: Table S3) in addition to those in vivo sites that we had already previously identified from COS-7 cells [27]. However, since more endogenously phosphorylated cellular sites were discovered than in vitro target sites for PIM1, it was evident that many of the in vivo sites were targeted by other kinases.

**Fig. 2:**
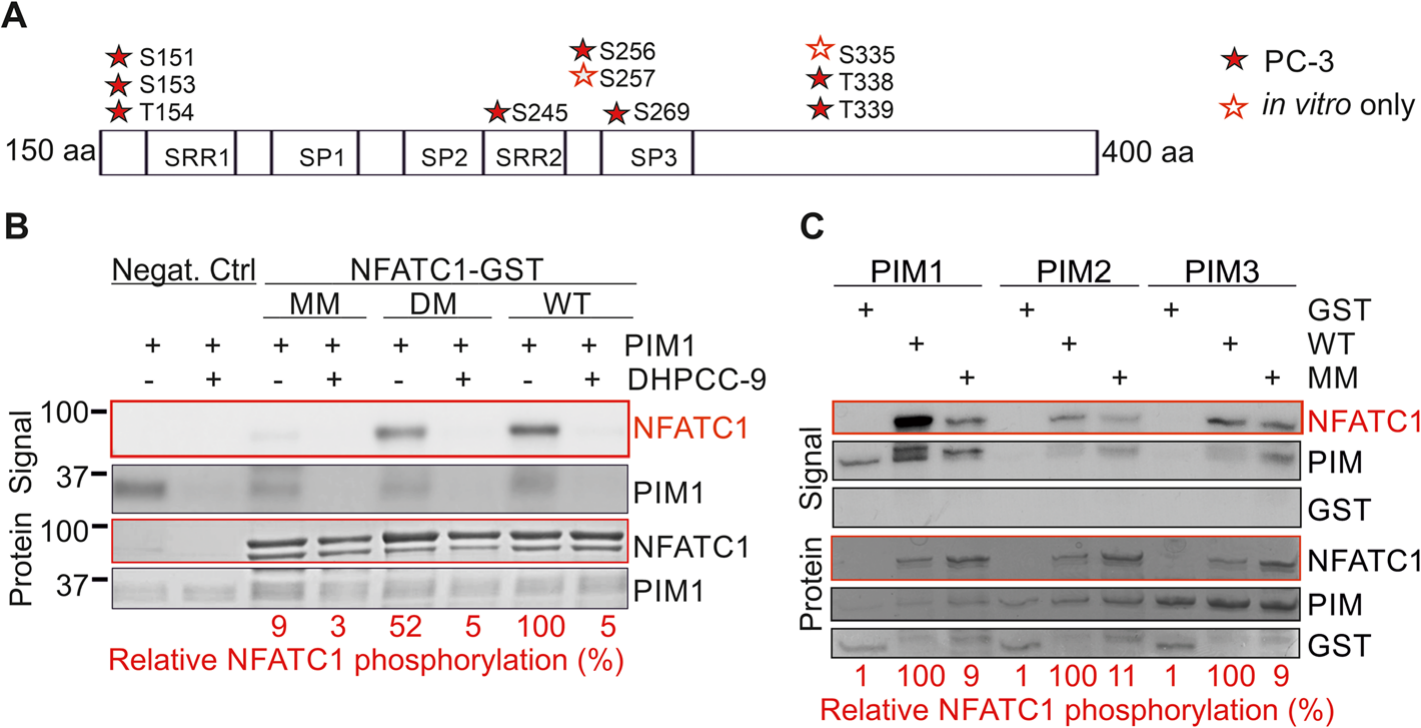
PIM1 phosphorylates NFATC1 at several novel target sites. **a** A schematic representation of the phosphorylation target sites for PIM1 in NFATC1 that were detected in vivo in PC-3 cells (marked with red filled stars) or only in vitro (marked with open stars), and that were mutated in this study. **b** Wild-type (WT) NFATC1 was mutated at two in vivo sites (S245A and S269A in the double mutant, DM) or at all detected sites (multi mutant, MM), grown in bacteria as GST fusion proteins and subjected to radioactive in vitro kinase assays with human PIM1 pretreated with DMSO (−) or 10 μM DHPCC-9 (+). Shown in the upper panel are the signal intensities of phosphorylated proteins (NFATC1 phosphorylation lined red), in the lower panel the total amounts of proteins (NFAT total protein loadings lined red), and under the panels the relative levels of phosphorylation of WT NFATC1 (100%) versus those of the mutants. **c** Similar kinase assays were performed also with human PIM2 and mouse PIM3

To be able to evaluate the functional impact of phosphorylation at putative PIM1 target sites, we mutated multiple serine or threonine residues in NFATC1 into alanines to create phosphodeficient mutants (Fig. 2a, Table 1, Additional file 1 Table S3). The mutated sites were primarily chosen based on the presence of PIM1 consensus target sequences [34] with basic residues preceding the in vivo phosphosites observed in PC-3 cells. Those were supplemented with close-by sites that had been phosphorylated by PIM1 in vitro. Stepwise mutagenesis resulted in approximately 50% (double mutant, DM) or 90% (multi mutant, MM) reduction in the ability of PIM1 to phosphorylate NFATC1 in vitro, while the previously validated PIM-selective inhibitor DHPCC-9 [4, 26] fully abrogated PIM1 autophosphorylation and PIM1-mediated NFATC1 phosphorylation (Fig. 2b). In addition to PIM1, also PIM2 and PIM3 were able to phosphorylate WT, but not MM NFATC1 in vitro (Fig. 2c).

### Both wild-type and phosphomutant NFATC1 interact with PIM1 in PC-3 cells

To assess the subcellular localization of WT versus phosphodeficient NFATC1, we transiently expressed them in PC-3 cells, where they showed similar localization patterns in the nucleus, in the cytoplasm or in both (Fig. 3a, Additional file 1: Figure S1C). As we had previously shown that NFATC1 and PIM1 can be co-immunoprecipitated with each other [12], we now wanted to determine whether the mutations in the PIM1 target sites affected either the colocalization or the physical interaction of GFP-tagged NFATC1 proteins with RFP-tagged PIM1. For these purposes, confocal microscopy and the fluorescence-lifetime imaging method (FLIM) were used as in our previous studies [23]. Both WT and MM NFATC1 showed nuclear co-localization (Fig. 3b) as well as interaction (Fig. 3c) with PIM1, as was evident from merged confocal images and from reduced lifetimes of GFP signals, respectively. Furthermore, the PIM inhibitor DHPCC-9 did not have major effects on the localizations or interactions, indicating that PIM-induced phosphorylation was not required there (Fig. 3b, c).

**Fig. 3:**
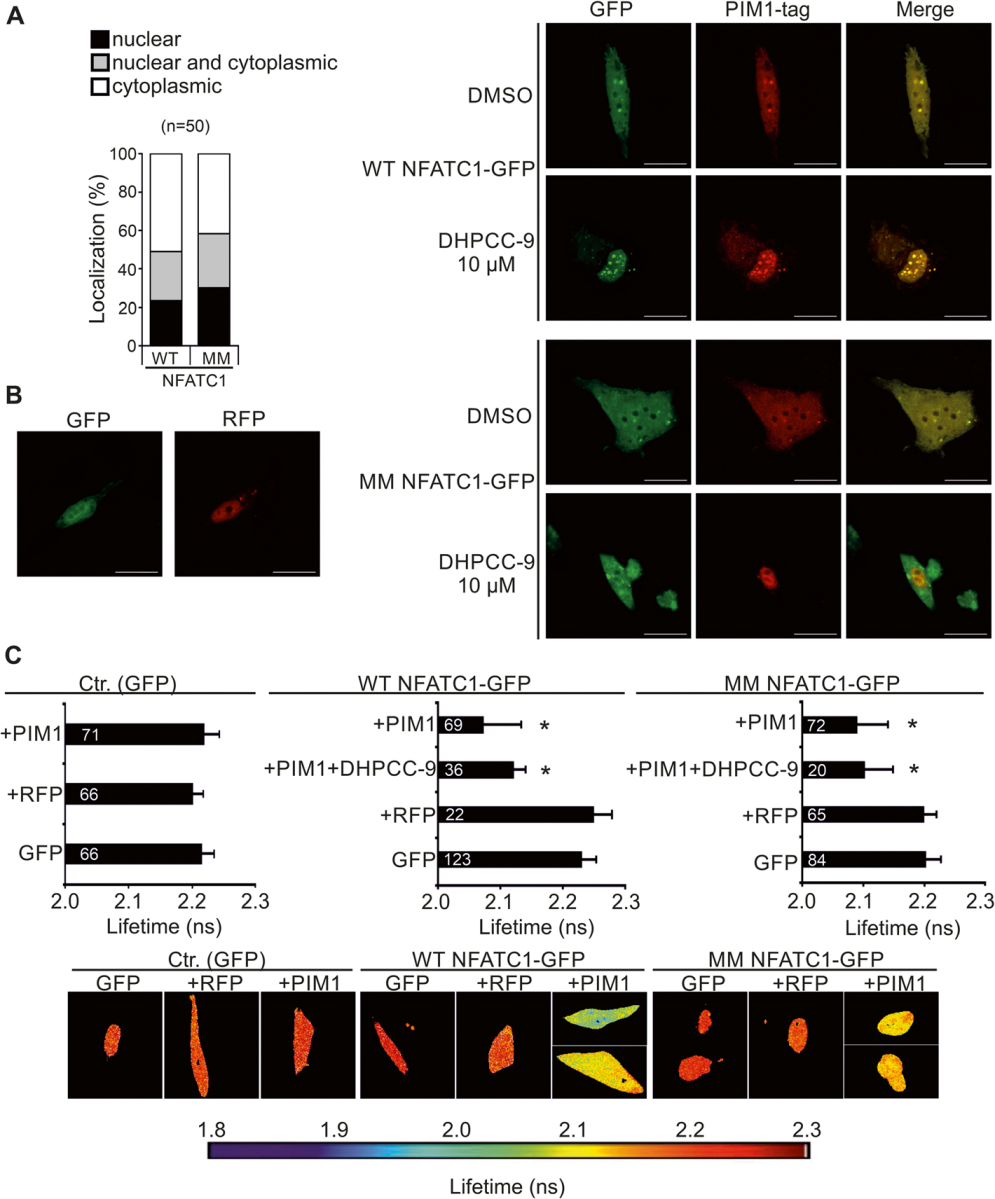
PIM1 interacts with NFATC1 in PC-3 cells. **a** Wild-type (WT) or multi mutant (MM) NFATC1 were transiently expressed in PC-3 cells and their subcellular localization patterns were analysed by confocal microscopy after staining with anti-Flag antibody. Shown are means from one experiment with three parallel samples. **b** The physical interactions between RFP-tagged PIM1 and GFP-tagged WT or MM NFATC1 proteins were analysed by fluorescence-lifetime imaging microscopy (FLIM) from samples of transiently transfected PC-3 cells. 24 h after transfection, cells were treated overnight with DMSO or 10 μM DHPCC-9. Shown on the left are representative images of negative control cells with expression of empty GFP or RFP vectors, while on the right are single channel or merged images of cells co-transfected with GFP- or RFP-tagged vectors. Scale bar 20 μm. **c** Shown are average GFP lifetimes from two independent FLIM experiments along with sample numbers inside the black bars as well as representative images with a heatmap. Lowest negative control (GFP + RFP) value was set as the limit for physical interaction

### Phosphorylation by PIM1 promotes NFATC1 activity

To determine whether phosphorylation affects transcriptional activity of NFATC1, we transiently overexpressed WT and mutant NFATC1 proteins in three different prostate cancer cell lines, PC-3, DU-145 and LNCaP cells. Both PC-3 and DU-145 cells represent hormone-insensitive tumors, while LNCaP cells are hormone-sensitive, but carry mutated androgen receptors [35]. Based on our previously published RNA-sequencing dataset [36], endogenous *PIM1* mRNA expression levels were relatively high in PC-3 cells, lower in DU-145 cells and lowest in LNCaP cells, while relatively low *NFATC1* mRNA levels were observed for all cell lines (Fig. 4a).

**Fig. 4:**
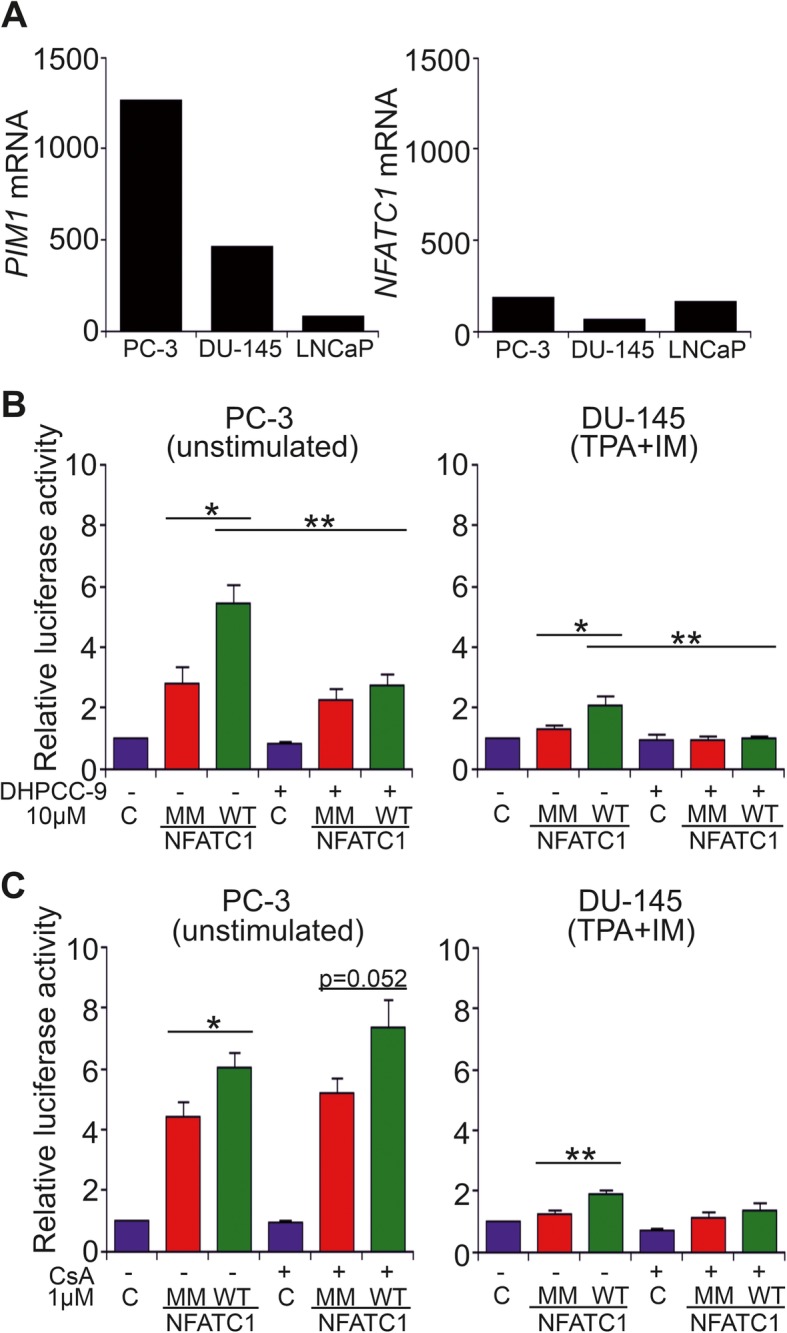
Effects of PIM-dependent phosphorylation on NFAT activity. **a** The expression levels of *PIM1* and *NFATC1* mRNAs were determined from our previously published RNA-sequencing dataset from PC-3, DU-145 and LNCaP cell lines [36]. **b** The impact of PIM-dependent phosphorylation on NFAT activity was analysed by luciferase assays in PC-3 and DU-145 cells that transiently expressed wild-type (WT) or multi mutant (MM) NFATC1. Cells were treated with either DMSO (−) or 10 μM DHPCC-9 (+). In addition, DU-145 cells had been pre-treated with TPA and IM. Shown are means of relative luciferase activities from two independent experiments with four parallel samples, the results of which had been normalized against the mock-transfected control samples. **c** Similar luciferase assays were performed also with cells treated with either EtOH (−) or 1 μM CsA (+)

According to data from NFAT-luciferase assays, PC-3 cells had clearly higher basal NFAT activity than DU-145 or LNCaP cells, although in DU-145 cells the activity could be increased by stimulation with TPA and the calcium ionophore ionomycin (Fig. 4b, Additional file 1: Figure S4A). This suggests that in contrast to PC-3 cells, NFAT nuclear translocation and activation are normally regulated by calcium and calcineurin in DU-145 cells. This conclusion was further supported by the ability of cyclosporin to slightly suppress NFAT activity in stimulated DU-145 cells, but not in any other cell samples (Fig. 4c, Additional file 1: Figure S4B).

The presence of overexpressed WT NFATC1 strongly enhanced NFAT activity in all three cell lines, while mutations in the PIM1 target sites or treatment of cells with the PIM inhibitor DHPCC-9 resulted in significantly compromised NFAT activities in PC-3 and DU-145 cells, but not in LNCaP cells (Fig. 4b, Additional file 1: Figure S4). These results indicated that full NFAT activity was dependent on phosphorylation of PIM target sites in PC-3 and DU145 cells, but PIM-independent in LNCaP cells, where nearly negligible *PIM* mRNA levels had been observed (Fig. 4a).

### Prostate cancer cell motility is regulated by NFATC1 phosphorylation

As we had previously shown that PIM inhibition blocks the pro-migratory effects of NFATC1 in PC-3 cells [4], we wanted to investigate the role of NFATC1 phosphorylation in this context. In wound healing assays with PC-3 cells transiently overexpressing WT NFATC1 or phosphomutants, mutations in the PIM target sites significantly reduced the ability of NFATC1 to promote cell migration (Fig. 5a). While there were minor effects by the DM mutant and more pronounced effects by the MM mutant, PIM inhibition by DHPCC-9 completely blocked cell migration in each case. Similar wound healing experiments were also performed with DU-145 prostate cancer cells, which transiently overexpressed WT NFATC1 or the multi mutant. As in PC-3 cells, mutations in the PIM target sites abolished the ability of NFATC1 to promote cell migration (Fig. 5b). Also DHPCC-9 diminished motility, but less efficiently than in PC-3 cells, which migrated slightly slower than DU-145 cells.

**Fig. 5:**
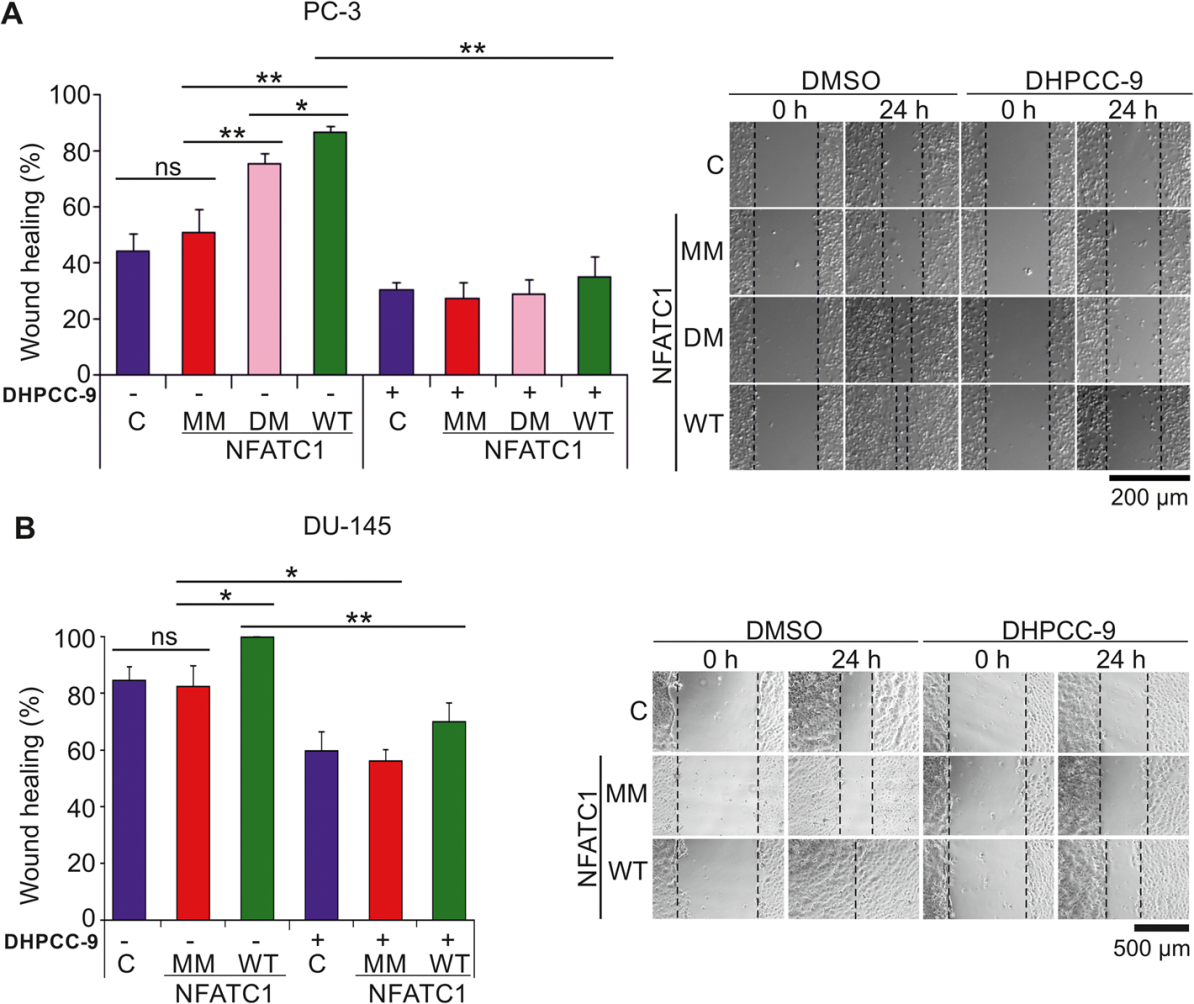
Lack of PIM1 target sites reduces the ability of NFATC1 to promote migration of prostate cancer cells. Wild-type (WT), double mutant (DM) or multi mutant (MM) NFATC1 were transiently expressed in PC-3 cells (**a**) or DU-145 cells (**b**). For wound healing assays, cell layers were scratched 24 h after transfection with a 10 μl pipette tip and the wounded areas were allowed to recover for another 24 h in the presence of either DMSO or 10 μM DHPCC-9. Shown are representative pictures taken at 0 h and 24 h time-points, and average wound healing percentages

Western blotting was used to confirm equivalent protein levels of NFATC1 and PIM family members in PC-3 cells (Additional file 1: Figure S3A). DHPCC-9 slightly reduced them, but did not significantly affect cell viability (Additional file 1: Figure S3A, B). Similar viability and protein expression data were obtained also from DU-145 cells (Additional file 1: Figure S3C). Additional wound healing assays were performed in PC-3 cells in the presence of mitomycin C to exclude effects of cell proliferation on cell migration (Additional file 1: Figure S3D), but no major differences were observed as compared to its absence (Fig. 5a). More interestingly, the triple mutant (TM) NFATC1 with intact S245 and S269 sites blocked cell migration almost as efficiently as MM lacking them, suggesting that the pro-migratory effects of NFATC1 were more dependent on phosphorylation of other PIM1 target sites.

To investigate the role of NFATC1 phosphorylation in cell invasion, we carried out matrigel-based Boyden chamber invasion assays. There WT NFATC1 increased invasion of transiently transfected PC-3 cells through the membranes, while mutations in PIM targets sites in MM NFATC1 or the presence of the PIM inhibitor DHPCC-9 decreased it (Fig. 6a). NFATC1 protein levels were also monitored by western blotting in the invasion experiments (Additional file 1: Figure S3E). No major differences were observed in cell viability, except for a slight increase by MM NFATC1 at the later 72 h time-point (Additional file 1: Figure S3F). As activities of matrix metalloproteinases (MMPs), such as MMP-2 and MMP-9 are needed for cell invasion and may be regulated in an NFAT-dependent fashion also in our cells of interest [2], we analysed the effects of NFATC1 phosphorylation on their expression by gelatinase activity assays. The relative MMP expression levels were slightly, although not significantly reduced by MM NFATC1, while the decrease was more prominent with the PIM inhibitor DHPCC-9 (Fig. 6b). In each case, the MMP enzymatic activities correlated well with data from the invasion assays, suggesting that MMPs are relevant NFATC1 targets, whose activities can be indirectly regulated by PIM kinases.

**Fig. 6:**
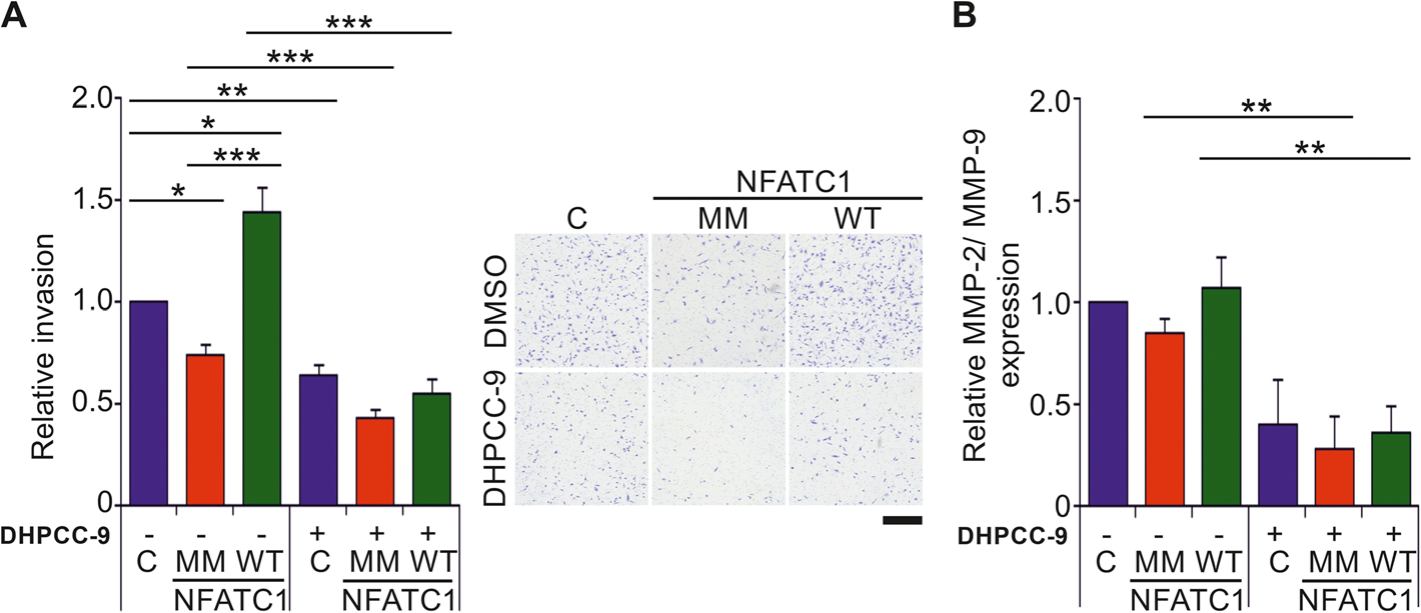
Lack of PIM1 target sites reduces also the ability of NFATC1 to enhance invasiveness of prostate cancer cells. **a** For invasion assays, PC-3 cells were grown in Boyden chambers in the absence (−) or presence (+) of 10 μM DHPCC-9. After 48 h, cells that had invaded through the membranes were fixed, stained with crystal violet and counted. Shown are relative invasion rates from two separate experiments with triplicate samples, the results of which had been normalized against the mock-transfected control samples. Shown are also representative pictures of the effects of wild-type (WT) or multi mutant (MM) NFATC1 on cell invasion after 48 h. Scale bar 500 μm. **b** Matrix metalloprotease (MMP) expression levels were measured by gelatinase activity assays from invasion sample media. Shown are relative MMP-2/MMP-9 expression levels from two separate experiments with three parallel samples

### *ITGA5* is a putative target for phosphorylated NFATC1

To identify additional targets for the interplay between PIM1 and NFATC1, we designed microarray experiments, where we compared mRNA transcriptomes of PC-3 cells with or without stable overexpression of PIM1, and with or without transient overexpression of either WT or MM NFATC1. 

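RNA from 12 PC-3 cell samples was hybridized to 6 two-colour whole-genome arrays on 2 slides, with 1 sample labelled with Cy3 and 1 with Cy5 on each array. PC-3 is an established prostate cancer cell line. The 6 groups were control cells, cells with stable PIM1 overexpression (PIM1), cells transfected with WT or MM NFATC1 (WT and MM), and cells with stable PIM1 transfected with WT or MM NFATC1 (PIM1 + WT and PIM1 + MM). Each group had 2 samples, 1 on each slide, and the number of arrays limits the precision of every value. The methods place RNA extraction 1 day after transfection, and the results name 48 h. Control, WT and PIM1 + WT samples were labelled with Cy3, and PIM1, MM and PIM1 + MM samples with Cy5. Without a dye swap, each of the 3 comparisons sets a Cy3 channel against a Cy5 channel, so that a dye bias can enter each of them. A dye difference that is fixed for a gene drops out of the interaction, which is the WT minus MM difference in cells with stable PIM1 minus that in cells without it. The authors deposited the raw intensities of the scanner software and a log2 table after quantile normalization. For each spot, the raw median intensity in the dye given for the sample was used, and spots flagged as outliers by the software were left out. Probes above the 90th percentile of the negative control spots in at least 2 of the 12 channels were kept. Their log2 intensities were quantile normalized between channels and summarised as the median per gene symbol, which left 25471 genes. limma was fitted to all 12 samples with 1 mean per group, so that the groups share an estimate of the spread. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its absolute log2 fold change was at least 1. The choices of this fit, the alternatives to it and the rule for which genes are named were set before the data were examined, except where a later choice is stated. The median raw intensity of a channel was between 86 and 139 in Cy3 and between 176 and 318 in Cy5.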

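On the arrays, PIM1 was read by 1 probe, with a mean log2 intensity of 9.95 ± 0.139 (SD, n = 2) in control cells and 10.20 ± 0.169 (SD, n = 2) in PIM1 cells. The log2 fold change was 0.25 (standard error 0.0995, adjusted p = 0.107 from limma), and PIM1 was not called. With each channel centred on its median, the PIM1 difference was -0.31 (adjusted p = 0.352, with a range of 0.0122 to 0.658 over the alternatives). Within Cy3 it was -0.23 between PIM1 + WT and WT cells (adjusted p = 0.136, negative in both replicates), and within Cy5 0.15 between PIM1 + MM and MM cells (adjusted p = 0.338), neither of them called. Whether the probe lies within the transfected PIM1 sequence was not known. NFATC1 was read by 2 probes that changed differently between the groups. At the first, the WT and MM samples had mean log2 intensities of 8.28 and 8.39, control cells 8.29, and PIM1, PIM1 + WT and PIM1 + MM cells 7.44, 7.19 and 7.34. At the second, the mean was 6.87 in control cells, 7.77 in WT cells, 11.29 in MM cells, 7.97 in PIM1 + WT cells and 11.95 in PIM1 + MM cells. It was not well above background in PIM1 cells, and in Cy5 its intensity was at least 41.3-fold higher in PIM1 + MM than in PIM1 cells. In Cy3 the second probe was 0.90 higher on the log2 scale in WT than in control cells. The WT minus MM difference at that probe was -3.52 without stable PIM1 and -3.98 with it.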

Real-time qPCR was first used to confirm overexpression of PIM1 and/or NFATC1 genes in the cell samples (Additional file 1: Figure S4A-B). 

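Between PIM1 and control cells, 299 of 25471 genes were called, 130 higher and 169 lower in PIM1 cells. Without adjustment, 8845 genes had a p below 0.05, and 310 of them passed the thresholds given for Table S4, an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Centring each channel on its median moved the count most, to 1596 genes, of which 221 were higher. The largest increases among called genes with the same direction in both replicates were in TFF1, with a log2 fold change of 2.70 (standard error 0.0559, adjusted p = 3.71e-08), TFF2 with 2.67, CHAC1 with 2.12, EHD2 with 2.12 and GALC with 2.10. The largest decrease was in the histone gene H3C15, which fell by 2.87 on the log2 scale (standard error 0.0678, adjusted p = 8.16e-08), while the other replication-dependent histone genes had a median of -0.41. SNORA28, which was not well above background in PIM1 cells, was at least 4.26-fold higher in control cells. MDFI and RN7SK had log2 fold changes of -2.32 and -2.12. A probe without a gene symbol was also among the 5 largest decreases. Of the 299 genes, 270 kept their direction in both comparisons of stable PIM1 within a dye, PIM1 + WT against WT and PIM1 + MM against MM.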

With the microarrays, we performed three different types of comparisons: First, we compared parental PC-3 cells to their derivatives that stably expressed PIM1, to identify the genes that are up- or downregulated by elevated PIM1 expression. Secondly, we compared the PC-3 cells that had transiently been transfected with WT or MM NFATC1, to find genes that are controlled by the levels of NFATC1 activity. 

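Between WT and MM cells, 3 genes were called, and 3037 had an unadjusted p below 0.05. NFATC1 itself was lower in WT than in MM cells, with a log2 fold change of -1.82 (adjusted p = 3.63e-05 from limma), a value that combines probes that read differently. CTSZ was also lower, with -1.35 (adjusted p = 6e-04), and H3C15 was higher, with 1.03 (adjusted p = 6e-04). The count was 11 with the processed signal of the scanner software in place of the raw intensity. With each channel centred on its median limma called 0 genes, 7674 having an unadjusted p below 0.05. It was 19 without WT replicate 2 and 8 without MM replicate 2. H3C15 fell below the fold threshold without MM replicate 2, where its log2 fold change was 0.998. It also did so among the alternatives that keep all samples, where its lowest value was 0.991. The weakest value of CTSZ over these alternatives was -0.986, also short of the threshold. NFATC1 was not called, at -0.12, when probes had to exceed background in all 12 channels, a filter that leaves 1 of its probes.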

Finally, we compared PC-3 cells that both stably overexpressed PIM1 and transiently expressed WT or MM NFATC1, to unravel the genes regulated by PIM1-dependent phosphorylation of NFATC1. 

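Between PIM1 + WT and PIM1 + MM cells, 88 genes were called, 83 higher and 5 lower with WT NFATC1. At an unadjusted p below 0.05 there were 7255 genes, and 100 passed the thresholds given for Table S4, 92 of them higher. The processed signal of the scanner software gave 350 called genes, 281 of them higher, the largest shift among the alternatives that keep all samples. Without PIM1 + MM replicate 1 the count was 243, of which 140 genes had all their spots in the first 33 of the 532 rows of the array, where the Cy5 signal of PIM1 + MM replicate 2 was low. In all samples, 17 of the 88 called genes lay there, and all 17 were higher with WT NFATC1. Among called genes with the same direction in both replicates, RAB11B rose most, with a log2 fold change of 1.63 (standard error 0.0989, adjusted p = 3.56e-05). It was followed by SCAF1 with 1.52, PRKCSH with 1.47, BSG with 1.40 and BTBD2 with 1.36. BTBD2 had the widest spread of these genes (standard error 0.305, adjusted p = 0.0166) and was not called when any 1 of the 4 samples was left out (adjusted p between 0.0586 and 0.0953). The BTBD2 replicates lay furthest apart in control cells (9.47 and 10.35) and PIM1 cells (9.69 and 10.61), which are outside this comparison. In PIM1 + WT and PIM1 + MM cells the SDs of BTBD2 were 0.0553 and 0.0342. The 5 lower genes were NFATC1 at -2.07 (adjusted p = 9.29e-06), CTSZ at -1.40, HIRA at -1.30, CCDC71 at -1.22 and RNA18SN5 at -1.10. After median centring, HIRA (-0.985), CCDC71 (-0.926) and RNA18SN5 (-0.783) fell below the fold threshold, and CTSZ was not called either, at -1.16 (adjusted p = 0.0868, with a range of 2.89e-06 to 0.0868 over the alternatives). RNA18SN5 also fell below it without PIM1 + MM replicate 2 (-0.996) and after loess normalization (-0.98), and NFATC1 (-0.153) when probes had to exceed background in all 12 channels, a filter that leaves 1 of its probes.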

Genes with altered expression profiles in these three comparisons are listed in Additional file 1: Table S4.

Clustering analyses revealed that the cells overexpressing PIM1 and WT NFATC1 have a different profile as compared to the other samples (Additional file 1: Figure S4C). 

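The paper's methods do not name the clustering method, and average linkage on 1 minus the Pearson correlation was used for 25315 genes without missing values. The first split set control replicate 1 and PIM1 replicate 1, which share an array, apart from the other 10 samples. It was the same with complete linkage and with Euclidean distance. The mean distance to the samples of other groups was 0.0118 for PIM1 + WT and 0.0124 for PIM1, the highest of the 6 groups, while the PIM1 + WT replicates were 0.00210 apart. Without that array, a choice made after the data were seen, the first split separated the 5 samples with stable PIM1 from the 5 without it. Over the 48 Table S4 genes on the array, the first split again followed that array. With Euclidean distance over these genes, the 2 PIM1 + WT samples stood apart from the other 10. Since the genes were selected on these samples by their difference between PIM1 + MM and PIM1 + WT cells, a separation over them alone is not independent of the selection.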

All the genes listed in Fig. 7a and Additional file 1: Table S4 showed higher mRNA levels in cells with WT NFATC1 than with MM, and their levels were lower also in the other control samples (Additional file 1: Figure S4C). 

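Of the 50 genes of Table S4, 48 were matched to a symbol on the array, 3 of them by an older symbol, and LOC642423 and LOC100129324 were not. All 48 had higher levels in PIM1 + WT than in PIM1 + MM cells, in both replicates, with log2 fold changes from 0.53 to 1.63 and a median of 1.21. Of these, 41 were called over all genes tested and 45 when adjusted over the list alone, and 45 passed the study's thresholds. The study chose the list on these samples, so the count adjusted over the list alone is not independent evidence. Centring each channel on its median moved the number called most, to 13. For 45 genes the mean was higher in PIM1 + WT than in every other group, which the choice of the list by its difference between PIM1 + WT and PIM1 + MM on these samples favours. TRIM8 was highest in PIM1 cells, PPP4R1 in MM cells and PXN in control cells. Relative to each gene's mean over the 12 samples, the median of the list was 0.86 and 0.84 in the PIM1 + WT samples, 0.20 and 0.13 in PIM1, -0.04 and -0.05 in WT, -0.11 and -0.14 in control, -0.25 and -0.40 in PIM1 + MM and -0.33 and -0.37 in MM. Against WT cells, which carry the same dye, PIM1 + WT cells had a median of 0.90 higher, with 17 genes called. Both PIM1 + WT channels had lower median raw spike-in levels, 9.72 and 9.56 on the log2 scale, than the other Cy3 channels, with 10.99 to 11.38.

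**Figure D1:**
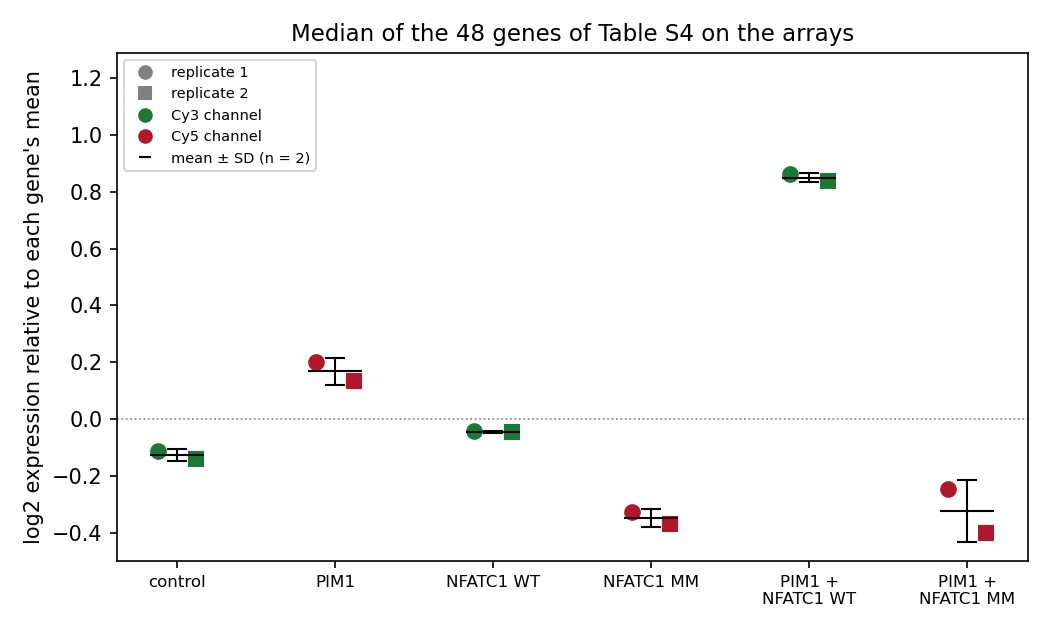
Median log2 expression of the 48 Table S4 genes in each of the 12 samples, relative to each gene's mean over the samples, with 1 point per sample, bars for the mean and SD of a group (n = 2) and colours for the dyes. The PIM1 + WT samples lie at 0.86 and 0.84, and the other samples between -0.40 and 0.20.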

Based on the observed gene expression profiles, we performed a canonical pathway analysis to determine, which cellular functions are primarily affected by the PIM-NFATC1 axis. 

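The gene sets of the commercial pathway software were not used here, and 3 lists written by hand from general knowledge of the pathways were tested with camera and its preset correlation. A list of integrin subunits had 25 of its 26 genes among those tested, and its median log2 fold change between PIM1 + WT and PIM1 + MM cells was -0.08, with 8 genes higher, 2 called and an adjusted p of 0.468 (0.944 with fry and 0.649 with the estimated correlation). For a list of focal adhesion, paxillin and FAK genes, 88 of 89 were tested, 4 of which are in Table S4. Its median was 0.07, with 49 genes higher and 7 called (adjusted p = 5.34e-05 from camera in limma). The adjusted p was 0.000129 with fry and 0.218 when the correlation between genes was estimated. NFAT target genes, 19 of 23, had a median of -0.07, with 6 higher and 1, NFATC1 itself, called (adjusted p = 0.121). For these genes the adjusted p was 0.000136 with fry, in the direction of lower levels with WT NFATC1, and 0.234 with the estimated correlation. Between PIM1 + MM and PIM1 cells the direction with fry was higher (adjusted p = 0.000128). The list holds the transfected gene NFATC1 and was not tested without it, so these values cannot separate the other targets from the construct. In the 32 tests of 4 lists in 8 comparisons, camera made 11 calls, all 11 of which held with fry and 4 with the estimated correlation.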

We discovered five pathways that had significantly been enriched, many of which regulate cell adhesion and motility-related functions, like integrin, paxillin and FAK-signaling pathways (Additional file 2: Figure S6).

**Fig. 7:**
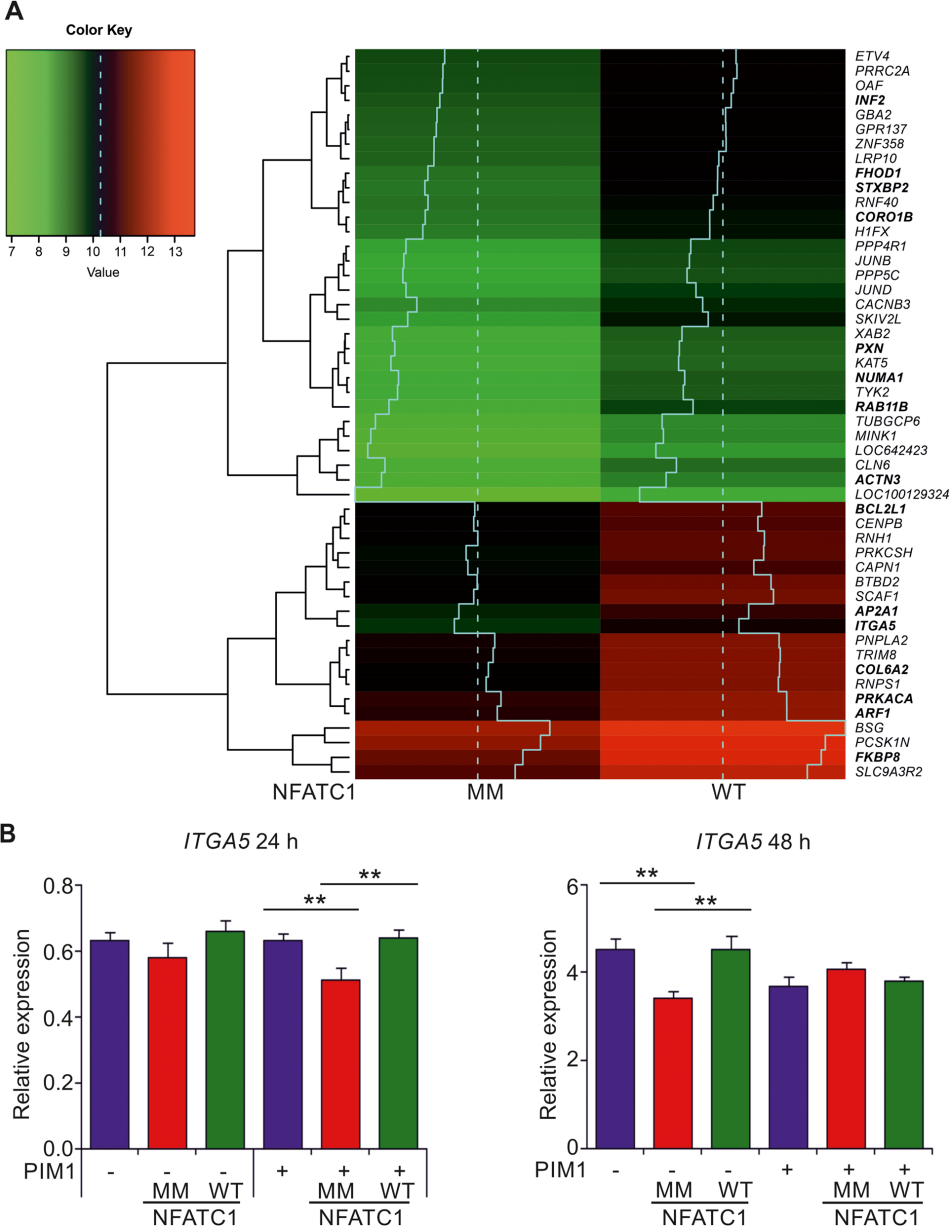
Microarray analysis reveals *ITGA5* as a putative PIM1/NFATC1 target gene. **a** Heatmap of the potential PIM1/NFATC1 target genes found from microarray analysis. Shown are fifty genes with highest log2 fold changes (logFC ≥1 and *P*-value ≤0,05), when PC-3 cells expressing PIM1 plus multi mutant (MM) NFATC1 were compared to cells expressing PIM1 plus wild-type (WT) NFATC1. Dashed line indicates the median of the expression values and solid line shows the expression levels more precisely in a diagrammatic form. Genes listed in bold are reviewed in more detail in the discussion. **b** Relative expression levels of *ITGA5* mRNA were analysed by real-time qPCR from microarray samples (right panel) and from another independent data set (left panel) after transient transfections of WT or MM NFATC1 to PC-3 cells without (−) or with (+) stable PIM1 overexpression. The data were normalized against *TBP* expression levels

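Ranked by log2 fold change among all genes tested, 36 of the 48 Table S4 genes were among the 50 largest increases with WT NFATC1 in PIM1 cells and 47 among the 100 largest. When only genes with a symbol were ranked, 42 were among the 50 largest. A further 42 called genes outside the list were higher with WT NFATC1. The 2 replicates differed in part by place on the array. For 13 of the 48 genes, all spots lay in the first 33 rows, compared with 1036 (4.07%) of all genes tested (two-sided Fisher's exact test, p = 3.97e-08, on a list chosen on these samples). These 13 genes had a median difference of 0.65 in replicate 1 and 1.77 in replicate 2, and all 13 were above 0 in replicate 1, with 0.30 as the lowest. Medians of the other 35 genes were 1.16 and 1.23. With the spots of these rows left out of the Cy5 channel of PIM1 + MM replicate 2, an alternative chosen after the data were seen, 33 of the 48 genes were called rather than 41, and 2 of the 13 rather than 9. The median of the list was then 1.13.

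**Figure D2:**
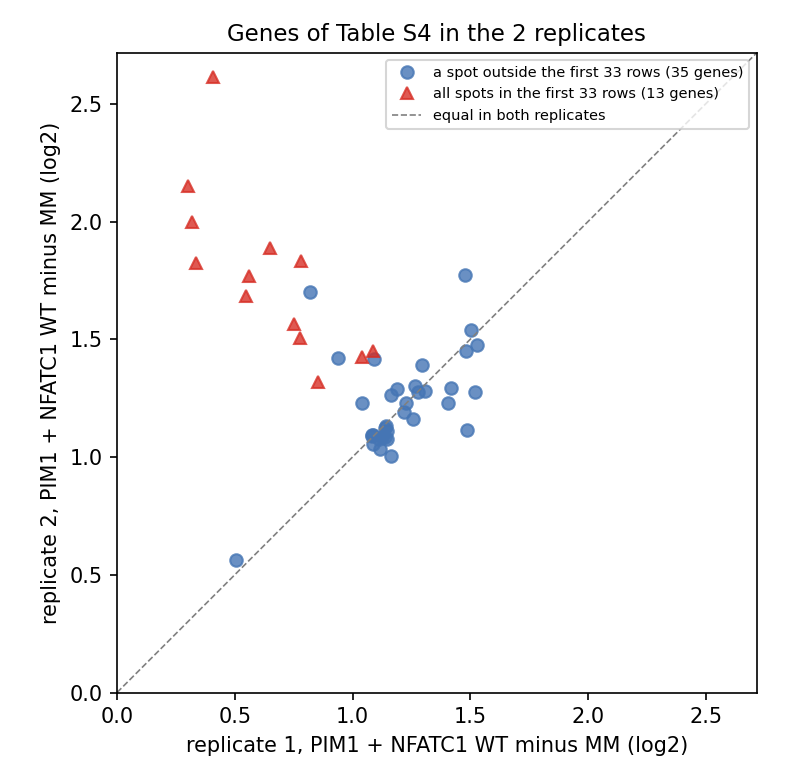
Log2 fold change between PIM1 + WT and PIM1 + MM cells in replicate 2 (vertical axis) against replicate 1 (horizontal axis) for the 48 Table S4 genes, with the 13 genes whose spots all lie in the first 33 rows of the array as triangles and a dashed line where both replicates are equal. The 13 genes have medians of 0.65 in replicate 1 and 1.77 in replicate 2, and the other 35 genes 1.16 and 1.23.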

To validate the microarray data, we selected integrin alpha 5 (*ITGA5*) for more detailed expression analysis, as it is involved in the regulation of cell adhesion to matrices such as fibronectin [37, 38], and as we have previously connected PIM inhibition to decreased adhesion to fibronectin [39]. 

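On the arrays, ITGA5 was read by 1 probe, which lies outside the rows with low Cy5 signal. Its mean log2 intensity was 9.61 ± 0.114 (SD, n = 2) in control cells, 9.65 ± 0.0132 in WT, 9.18 ± 0.0417 in MM, 9.88 ± 0.161 in PIM1, 10.62 ± 0.0576 in PIM1 + WT and 9.53 ± 0.0557 in PIM1 + MM cells. In cells with stable PIM1, ITGA5 was higher with WT than with MM NFATC1 by 1.08 (standard error 0.0869, adjusted p = 0.000104 from limma), with 1.16 and 1.00 in the replicates. The value was between 1.07 and 1.39 with all samples kept and between 1.04 and 1.13 with each sample left out in turn. Median centring gave the highest of these values and the only adjusted p over 0.05, 0.0696 (range over the alternatives 8.06e-06 to 0.0696). In cells without stable PIM1 the difference was 0.46 (adjusted p = 0.0526), which was not called. The interaction was 0.62 (standard error 0.123, adjusted p = 0.04), below the fold threshold, and its adjusted p was between 0.0665 and 0.173 with any 1 of the 8 samples left out. Over the alternatives that keep all samples, the ITGA5 interaction was between 0.541 and 0.730. After median centring its adjusted p from limma was above 0.05, as for every gene tested. Within Cy5, the ITGA5 difference between PIM1 + MM and PIM1 cells was -0.35 (adjusted p = 0.0327), and PIM1 + MM cells exceeded MM cells by 0.35 (adjusted p = 0.0211, positive in both replicates). Within Cy3, PIM1 + WT cells exceeded WT cells by 0.97 (adjusted p = 6.34e-05), and WT cells differed from control cells by 0.03 (adjusted p = 0.947).

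**Figure D3:**
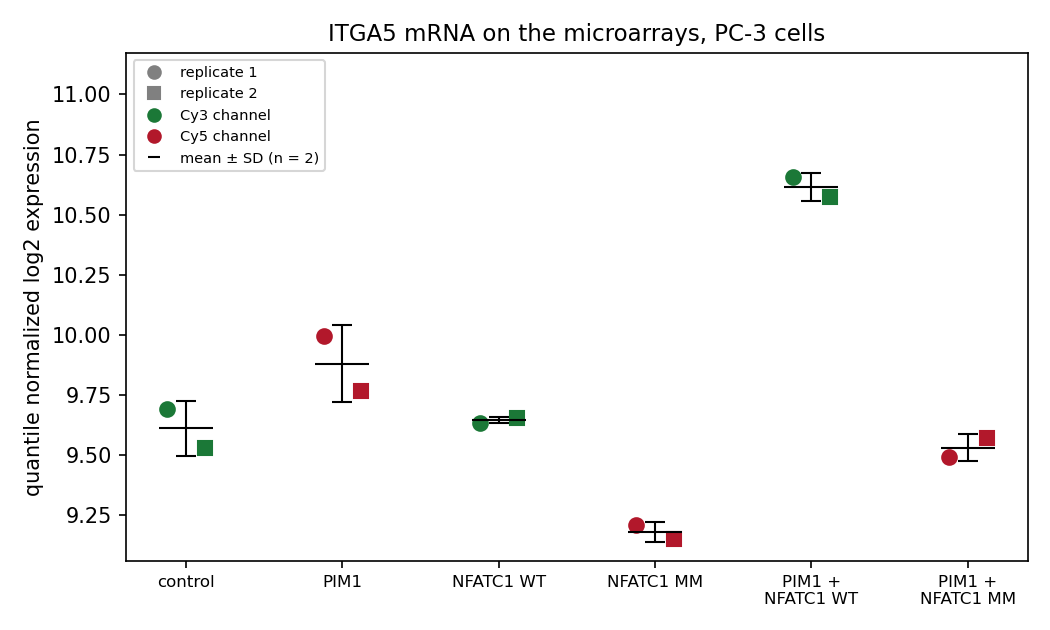
Log2 intensity of ITGA5 after quantile normalization in each of the 12 samples by group, with points for samples, bars for the mean and SD of a group (n = 2) and colours for the dyes. The mean is 10.62 in PIM1 + WT cells and 9.53 in PIM1 + MM cells, and the other 4 group means lie between 9.18 and 9.88.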

When we compared the expression levels of *ITGA5* mRNA between one independent data set (24 h after transfections) with microarray samples (48 h after transfections), we observed decreased expression in cells with MM NFATC1 as compared to control cells or cells with WT NFATC1 (Fig. 7b). These differences resembled those observed in MMP assays (Fig. 6b), and were statistically significant after 24 h in the cells stably overexpressing PIM1 and after 48 h in the control cell line, suggesting a role for PIM1-mediated phosphorylation and activation of NFATC1 in regulating *ITGA5* mRNA expression levels.

Our data prompted us to examine clinical prostate cancer samples for their expression levels of *PIM1*, *NFATC1* and/or *ITGA5* mRNAs. Therefore, we performed pairwise comparisons of these three genes in three independent prostate cancer patient-derived datasets [31–33]. The expression levels of *PIM1* and *ITGA5* or *NFATC1* and *ITGA5* mRNAs positively correlated in all datasets (Additional file 2: Figure S5). Most interestingly, the positive correlation between *NFATC1* and *ITGA5* increased along the Gleason score, with the strongest correlation in prostate cancer patients with Gleason ≥8.

## Discussion

Here we have analysed the functional interactions of PIM and NFATC1 proteins in several prostate cancer cell lines. We have identified multiple PIM target sites in NFATC1 that are phosphorylated in vitro and/or in cells, and are essential for the transcriptional activity of NFATC1 as well as for its pro-migratory and pro-invasive effects. By contrast, the physical interactions or colocalization of PIM1 and NFATC1 are not affected by PIM-dependent phosphorylation. In addition to PIM1, also PIM2 and PIM3 can phosphorylate NFATC1, adding it to the growing list of substrates shared by all PIM family members [16].

While our study was in progress, additional kinases targeting NFATC1 were identified. Phosphorylation by the IkB kinase epsilon (IKKε) was shown to inhibit NFATC1 activity [40], whereas phosphorylation by the DYRK1A kinase increased NFATC1 protein stability by interfering with NFATC1 ubiquitination and degradation [41]. We identified two IKKε target sites (Ser151 and Ser161) and one DYRK1A site (Ser278) as cellular phosphorylation sites of NFATC1 in PC-3 cells, but our multi mutant NFATC1 protein lacked only one of them (Ser 151), suggesting that the effects of the mutant were mostly due to lack of PIM-dependent phosphorylation. This conclusion was further supported by our observations that the double mutant lacking known PKA target sites (Ser245 and Ser269; 11) promotes cell migration nearly as efficiently as wild-type NFATC1, while the triple mutant with intact PKA target sites inhibits cell motility almost as much as the multi mutant.

In this study, we have shown that the PC-3 prostate cancer cells exhibit constitutive NFAT activity. This is in contrast to most cells, where upstream activation of the calcium- and calcineurin-dependent pathway is required to allow NFAT family members to enter the nucleus and stimulate transcription there [1, 2]. This may not be a general feature of prostate cancer cells, since in another hormone-insensitive cell line, DU-145, NFAT activity could be enhanced by the calcium ionophore ionomycin and inhibited by the calcineurin inhibitor cyclosporin A. Yet in both cell lines, the transcriptional as well as pro-migratory activities of NFATC1 were similarly compromised by mutations in the PIM target sites. As the PIM-selective inhibitor DHPCC-9 blocked the activities of NFATC1 even more efficiently, this suggests that it affects additional downstream targets, only some of which are shared by PIM1 and NFATC1.

In our microarray analyses of transfected PC-3 cell samples, we were able to identify novel putative PIM1/NFATC1 target genes, which were more abundantly expressed in the presence of both PIM1 and wild-type NFATC1, but less in cells expressing the multi mutant NFATC1 or in other types of control cells. Thus, expression of all these target genes may be upregulated by PIM1-dependent phosphorylation of NFATC1. 

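A dependence on PIM1 was tested as the interaction, which 13 of 25471 genes passed, 9 of them positive, and which 4064 genes reached at an unadjusted p below 0.05. Median centring called 0 genes by limma (240 at an unadjusted p below 0.05), and without PIM1 + MM replicate 1 the count was 160. All 48 Table S4 genes had a positive interaction, with a median of 0.93. It was called for 6 of them over all genes tested and for 9 adjusted over the list alone, the list having been chosen on these samples, and 29 had an adjusted p below 0.05 from limma. RAB11B had the largest, 1.44 (standard error 0.14, adjusted p = 0.00484). Without stable PIM1, the WT minus MM difference of the 48 genes had a median of 0.29, with 46 higher in WT cells and 0 called by limma, although 25 had an unadjusted p below 0.05. PIM1 cells exceeded control cells by a median of 0.31, with 41 genes higher and 1 called. The median PIM1 + MM minus PIM1 difference, within Cy5, was -0.60, with 44 genes lower and 2 called. For WT minus control, within Cy3, it was 0.11, with 0 called by limma and 9 at an unadjusted p below 0.05. From the higher levels with both PIM1 and WT NFATC1 than with MM NFATC1 or in the other control cells, the paper proposes that PIM1-dependent phosphorylation of NFATC1 upregulates these genes.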

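NUMA1 was higher in PIM1 + WT than in PIM1 + MM cells, with a log2 fold change of 1.13 (standard error 0.0645, adjusted p = 3.53e-05 from limma), and its interaction was 0.94 (adjusted p = 0.00484), just below the fold threshold. Within Cy3, NUMA1 was 0.84 higher in PIM1 + WT than in WT cells, and within Cy5 its PIM1 + MM minus PIM1 difference was -0.59.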

The putative PIM1/NFATC1 target genes included one encoding for the known PIM substrate NUMA1 (nuclear mitotic apparatus protein 1 [42];). Otherwise the target genes could be divided into several groups based on the types of proteins encoded by them, including regulators of transcription, cell cycle, cell survival, cell motility, cell adhesion as well as intracellular trafficking. As expected, there were several genes involved in the NFAT signaling pathway [43], such as those encoding the catalytic subunit alpha of protein kinase A (PRKACA) and the FK506 immunosuppressant-binding immunophilin protein FKBP8. 

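PRKACA had a log2 fold change of 1.13 between PIM1 + WT and PIM1 + MM cells (standard error 0.170, adjusted p = 0.00238 from limma) and was called, while its interaction of 0.80 was not (adjusted p = 0.134). FKBP8 had 1.501, with 1.53 and 1.47 in the replicates, but was not called (standard error 1.49, adjusted p = 0.589). Its spread came from the array of control replicate 1 and PIM1 replicate 1, and without that array, an alternative added after the data were seen, FKBP8 was called at 1.498 (adjusted p = 0.000103). It was also called from within-array log ratios and when only the samples of the groups compared were fitted (adjusted p = 0.000398 and 0.00779, and up to 0.748 under the others).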

The latter protein also acts as a chaperone for the anti-apoptotic BCL2 protein, the expression levels of which have previously been shown to be upregulated by PIM kinases [44]. In addition, the BCL2 homolog BCL2L1 was listed there as also several genes encoding proteins involved in intracellular trafficking (RAB11B, STXBP2, AP2A1, ARF1). 

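Among these genes, RAB11B has its values given with the comparison of PIM1 + WT and PIM1 + MM cells. BCL2L1 had a log2 fold change of 1.21 (standard error 0.0614, adjusted p = 3.04e-05 from limma). STXBP2 had 1.29 (adjusted p = 3.45e-05) and AP2A1 1.23 (adjusted p = 3.18e-05). ARF1, whose spots all lie in the first 33 rows of the array, had 1.23 (standard error 0.124, adjusted p = 0.000299), and 1.05 with these rows left out of the Cy5 channel of PIM1 + MM replicate 2 (adjusted p = 0.000815), where it was still called. With the processed signal ARF1 had 0.997, below the fold threshold.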

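CORO1B and COL6A2 were higher in PIM1 + WT than in PIM1 + MM cells, with log2 fold changes of 1.07 (standard error 0.170, adjusted p = 0.00305 from limma) and 1.28 (standard error 0.0513, adjusted p = 9.29e-06). INF2 had 1.26 (standard error 0.226, adjusted p = 0.00579), but its 3 probes gave -0.35, 1.32 and 0.77, the second of which lies in the rows with low Cy5 signal. It was not called without PIM1 + MM replicate 2, at 0.80, with these rows left out, at 0.99, or when only the samples of the groups compared were fitted (adjusted p = 0.064, and 4.51e-05 to 0.109 over the alternatives). FHOD1, with all its spots in these rows, had 1.23 (standard error 0.443, adjusted p = 0.0992), with 0.30 in replicate 1 and 2.15 in replicate 2, and was not called. It was called from within-array log ratios (adjusted p = 0.0382), with the array as a random block (adjusted p = 0.0336) and without PIM1 + MM replicate 1, at 2.16 (the adjusted p ranged from 1.38e-05 to 0.351 over the alternatives), and with the rows left out it had 0.29. ACTN3 also has all its spots there and was called at 1.09 (standard error 0.193, adjusted p = 0.00557), with 0.85 and 1.32 in the replicates. It lost its call without PIM1 + MM replicate 2, at 0.73, without PIM1 + WT replicate 1, at 0.94, and with the rows left out, at 0.72. For PXN, the median of its 2 probes had 0.53 (standard error 0.0552, adjusted p = 0.00034), which was below the fold threshold. The PXN probes gave -0.02 and 1.08, the latter with an adjusted p of 3.56e-05.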

Maybe most interestingly in regard to our data on promotion of prostate cancer cell motility by PIM1 and NFATC1, there were several genes encoding regulators of the cytoskeletal actin network (INF2, FHOD1, ACTN3, CORO1B) and cell adhesion (COL6A2, PXN, ITGA5).

As signaling pathways involving integrins were highly enriched in our canonical pathway analysis, we picked ITGA5 for further expression analyses. Integrins are well-known cellular adhesion receptors that connect cells to the extracellular matrix and have been implicated in multiple steps of tumorigenesis [45]. ITGA5 has an essential role in cell adhesion, migration and tumor invasion [46–48]. Interestingly, previous experiments have linked both PIM and NFAT family members to integrin-mediated cell adhesion or motility. NFATC1 binds to the *ITGB3* promoter in osteoclast precursor cells, while NFATC2 and NFAT5 promote ITGA6/ITGB4-mediated cell invasion in breast cancer [49, 50]. Furthermore, PIM inhibition decreases cell adhesion to collagen and fibronectin matrices via different integrin subunits [38]. While no clear PIM-dependent changes in integrin activity or expression have previously been reported, we now found correlations between *PIM1* or *NFATC1* mRNA expression levels with *ITGA5*, both in PC-3 cells and in prostate cancer patient-derived samples. However, more detailed studies are needed to determine how critical *ITGA5* or other genes identified by the microarray analyses are in mediating the pro-motility effects of PIM and/or NFATC1 proteins.

## Conclusions

In conclusion, we have shown that phosphorylation of PIM1 target sites stimulates the transcriptional activity of NFATC1 and enhances its ability to promote prostate cancer cell migration and invasion. Thereby, the interplay between PIM kinases and NFATC1 may also provide possibilities for therapeutic interventions against metastatic prostate cancer through combinatory approaches involving PIM-selective kinase inhibitors.

## Supplementary information

**Additional file 1: Table S1.** Primers for site-directed mutagenesis in NFATC1. **Table S2.** Primers for qRT-PCR. **Table S3.** Novel NFATC1 phosphorylation sites. **Table S4**. Phosphorylation-dependent differences in the expression of PIM/NFATC1 target genes in PC-3 cells.

**Additional file 2: Figure S1.** Lack of PIM target sites does not affect subcellular localization of NFATC1 A. **Figure S2.** Effects of PIM-dependent phosphorylation on NFAT activity. **Figure S3.** Lack of PIM1 target sites reduces the ability of NFATC1 to promote cancer cell motility. **Figure S4.** Microarray analysis reveals phosphorylation-dependent differences in the expression of PIM/NFATC1 target genes in PC-3 cells. **Figure S5.** Integrin signaling pathway is enriched in PIM1 and NFATC1 expressing cells. **Figure S6.** ITGA5 mRNA expression levels correlates with those of *PIM1* and *NFATC1* in clinical prostate cancer samples.

## Data Availability

The microarray data has been deposited to the Gene Expression Omnibus (GEO, National Center for Biotechnology Information, Bethesda, MD, USA) with series entry number GSE120133, and is available from there: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120133. Other experimental data sets used and analysed during the current study as well as materials prepared are available from the corresponding author on reasonable request.

## Abbreviations

ACTB: ß-actin
CsA: Cyclosporine A
DHPCC-9: Pan-PIM inhibitor
DM: double mutant
DN: dominant negative
IM: Ionomycin
ITGA5: Integrin alpha 5
LSB: Laemmli sample buffer
MM: multi mutant
MMP: Matrix metalloproteinase
mSRR: constitutively active mutant of NFATC1
NFAT: Nuclear factor of activated T cells
ns: non-significant difference
TBP: TATA-binding protein
TM: triple mutant
TPA: 12–0-tetradecanoyl-phorbol-13-asetate
WT: wild-type

# Supplementary material for: Phosphorylation of NFATC1 at PIM1 target sites is essential for its ability to promote prostate cancer cell migration and invasion
**Source:** Cell Commun Signal. 2019 Nov 15;17:148. doi: 10.1186/s12964-019-0463-y
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primers for site-directed mutagenesis in NFATC1. Table S2. Primers for qRT-PCR. Table S3. Novel NFATC1 phosphorylation sites. Table S4. Phosphorylation-dependent differences in the expression of PIM/NFATC1 target genes in PC-3 cells.

**Additional file 1**

**Table S1.** Primers for site-directed mutagenesis in NFATC1**.** Listed are primer sequences used for designed mutations in PIM1 phosphorylation target sites of NFATC1. Nucleotides in bold were mutated and the restriction sites used to help in screening of the mutations are underlined. Original sequences are listed under the mutated sequences.

**Mutant primers 1.**

| **Ser245** Restriction site PvuII = CAG/CTG (32 nt) |
| --- |
| F : 5’ CCTCGCCCCGCGCA**GCT**GTCACTGAGGAGAGC 3’ |
| R : 5’ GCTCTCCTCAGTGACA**GCT**GCG**C**GGGGCGAGG 3’ |

Original sequence from first site:

| F: 5’ CCTCGCCCCGCGCA**AGC**GTCACTGAGGAGAGC 3’ |
| --- |
| R: 5’ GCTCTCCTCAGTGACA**AGC**GCGCGGGGCGAGG 3’ |

**Mutant primers 2.**

| **Ser269** Restriction site *MluI* = A/CGCGT (38 nt) |
| --- |
| F : 5’ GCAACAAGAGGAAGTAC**GCG**TTGAACGGCCGGCAGCCG 3’ |
| R : 5’ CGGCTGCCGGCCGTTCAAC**GCG**TACTTCCTCTTGTTGC 3’ |

Original sequence from first site:

| F : 5’ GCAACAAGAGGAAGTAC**AGC**TTGAACGGCCGGCAGCCG 3’ |
| --- |
| R: 5’ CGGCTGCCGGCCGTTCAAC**AGC**TACTTCCTCTTGTTGC 3’ |

**Mutant primers 3.**

| **Ser151 + Ser153 + Thr154** Restriction site *NotI* = GC/GGCCGC (41nt) |
| --- |
| F: 5’ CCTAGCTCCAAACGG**G**CCCCC**G**C**GG**C**C**GCCGCCACGCTGAG 3’ |
| R: 5’ CTCAGCGTGGCGGC**G**G**CC**G**C**GGGGG**C**CCGTTTGGAGCTAGG 3’ |

Original sequence from second site:

| F: 5’ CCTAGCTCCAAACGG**T**CCCCC**T**C**CA**C**G**GCCACCACGCTGAG 3’ |
| --- |
| R: 5’ CTCAGCGTGGTGGC**C**G**TG**G**A**GGGGG**A**CCGTTTGGAGCTAGG 3’ |

**Mutant primers 4.**

| **Ser256 + Ser257** Restriction site *NheI* = G/CTAGC (33 nt) |
| --- |
| F: 5’ CTGGGTGCCCGC**G**CC**G**CCAGACCCGC**TAG**CCC**G** 3’ |
| R: 5’ **C**GGG**CTA**GCGGGTCTGG**C**GG**C**GCGGGCACCCAG 3’ |

Original sequence from third site:

| F 5’ CTGGGTGCCCGC**T**CC**T**CCAGACCCGC**GTC**CCC**T** 3’ |
| --- |
| R 5’ **A**GGG**GAC**GCGGGTCTGG**A**GG**A**GCGGGCACCCAG 3’ |

**Mutant primers 5.**

| **Ser335 + Thr338 + Thr339** Restriction site *XhoI* =C/TCGAG (36 nt) |
| --- |
| F 5’ GTCCCTGTCAAG**G**CCCGCAAG**G**CC**G**CCCT**C**GAGCAG 3’ |
| R 5’ CTGCTC**G**AGGG**C**GG**C**CTTGCGGG**C**CTTGACAGGGAC 3’ |

Original sequence from fourth site:

| F 5’ GTCCCTGTCAAG**T**CCCGCAAG**A**CC**A**CCCT**G**GAGCAG 3’ |
| --- |
| R 5’ CTGCTC**C**AGGG**T**GG**T**CTTGCGGG**A**CTTGACAGGGAC 3’ |

**Table S2.** Primers for qRT-PCR. All the primer sequences (*TPB*, *PIM1*, *NFATC1* and *ITGA5*) used for qRT-PCR analysis.

***TPB* primers for qRT-PCR**

| F: 5’ GAATATAATCCCAAGCGGT 3’ |
| --- |
| R: 5’ ACTTCACATCACAGCTCCCC 3’ |

***PIM1* primers for qRT-PCR**

| F: 5’ CTGGGGAGAGCTGCCTAATG 3’ |
| --- |
| R: 5’ GCTCCCCTTTCCGTGATGAA 3’ |

***NFATC1* primers for qRT-PCR**

| F: 5’ AAGCACCAGCTTTCCAGTCC 3’ |
| --- |
| R: 5’ TGCATAGCCATAGTGTTCTTCC 3’ |

***ITGA5* primers for qRT-PCR**

| F: 5’ AGACTTCTTTGGCTCTGCCC 3’ |
| --- |
| R: 5’ ACATGGTTCTGCTCCCCAAA 3’ |

**Table S3.** Novel NFATC1 phosphorylation sites**.** The *in vivo* or *in vitro* PIM1 target sites in NFATC1 identified in this study have been separated from sites previously identified from COS-7 cells (27), from high-throughput (HT) analyses listed by PhosphoSitePlus® (phosphosite.org) or more specifically for other kinases, such as IKK (40), PKA (10, 11) or DYRK1A (41). Note that the table does not include all possible phopshorylation sites of NFATC1. The mutated sites in double mutant (DM), triple mutant (TM) or multi mutant (MM) NFATC1 have been indicated with bold fonts.

| Amino acid residue | *In vivo* sites  in PC-3 cells | *In vivo* sites in COS-7 cells | *In vitro* site  for PIM1 | *In vitro* or *in vivo* sites  for other kinases | NFATC1 mutant |
| --- | --- | --- | --- | --- | --- |
| **S151** | ***x*** | *-* | *-* | IKK | TM, MM |
| **S153** | **x** | - | - | - | TM, MM |
| **T154** | **x** | - | - | - | TM, MM |
| T156 | x | - | - | - | - |
| S158 | x | - | - | HT | - |
| S161 | x | - | - | IKK | - |
| S175 | x | - | - | - | - |
| S176 | x | - | - | - | - |
| T178 | x | - | - | - | - |
| T179 | x | - | - | - | - |
| **S245** | **x** | **x** | **x** | PKA | DM, MM |
| **S256** | **x** | - | - | - | TM, MM |
| **S257** | **-** | - | **x** | HT | TM, MM |
| **S269** | **x** | - | **x** | PKA | DM, MM |
| S278 | x | x | - | DYRK1A | - |
| S282 | x | x | - | HT | - |
| T284 | x | x | - | - | - |
| S286 | x | x | - | - | - |
| S290 | x | x | - | HT | - |
| **S335** | - | - | **x** | - | TM, MM |
| **T338** | **x** | - | **x** | - | TM, MM |
| **T339** | **x** | - | **x** | - | TM, MM |
| T359 | x | x | - | HT | - |

**Table S4.** Phosphorylation-dependent differences in the expression of PIM/NFATC1 target genes in PC-3 cells. Top 50 genes that were differentially expressed in PC-3 cells overexpressing PIM1 and either wild-type (WT) or multi mutant (MM) NFATC1. In this table, relative gene expression changes when WT NFATC1 expressing samples were compared to MM NFATC1 expressing samples are shown. Thresholds to consider gene expression change significant, was logFC ≥1 and p-value ≤ 0,05.

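The values of Table S4 are log2 fold changes between PIM1 + MM and PIM1 + WT cells, and all 50 are below 0, so a lower value stands for a higher level with WT NFATC1. The paper's reported values range in size from 1.10039 to 1.66212. For the 48 genes matched here, the log2 fold changes taken in the same direction had the same sign in all 48. Over genes, which are not independent replicates, the Pearson correlation with the paper's values was 0.878, and the median absolute difference was 0.0299. With the authors' deposited log2 values in place of the raw intensities, the median absolute difference was 3.5e-05.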

# Supplementary material for: Phosphorylation of NFATC1 at PIM1 target sites is essential for its ability to promote prostate cancer cell migration and invasion
**Source:** Cell Commun Signal. 2019 Nov 15;17:148. doi: 10.1186/s12964-019-0463-y
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Lack of PIM target sites does not affect subcellular localization of NFATC1 A. Figure S2. Effects of PIM-dependent phosphorylation on NFAT activity. Figure S3. Lack of PIM1 target sites reduces the ability of NFATC1 to promote cancer cell motility. Figure S4. Microarray analysis reveals phosphorylation-dependent differences in the expression of PIM/NFATC1 target genes in PC-3 cells. Figure S5. Integrin signaling pathway is enriched in PIM1 and NFATC1 expressing cells. Figure S6. ITGA5 mRNA expression levels correlates with those of PIM1 and NFATC1 in clinical prostate cancer samples.

**
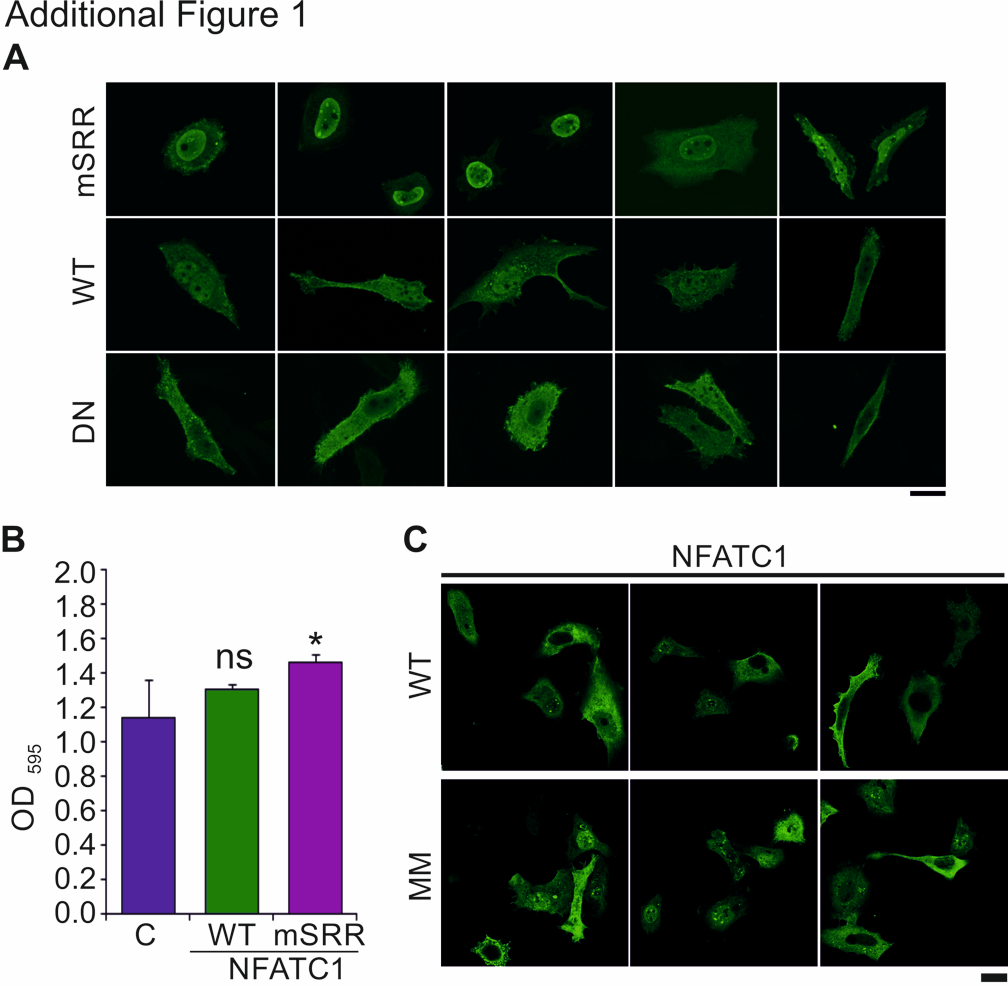
**

**Figure S1** Lack of PIM target sites does not affect subcellular localization of NFATC1. **a** Representative confocal microscopy pictures for data shown in Figure 1d on the subcellular localization patterns of transiently expressed wild-type (WT) NFATC1, the constitutively active (mSRR) mutant and the dominant negative (DN) mutant. **b** The average effects of WT NFATC1 or the mSRR mutant on cell viability were analysed by the MTT assay from three parallel samples used for Figure 1E. **c** Representative confocal microscopy pictures for data shown in Figure 3a on the subcellular localization patterns of transiently expressed WT or multi mutant (MM) NFATC1. Scale bars 20 µm.

**Figure S2** Effects of PIM-dependent phosphorylation on NFAT activity**.** Original NFAT-dependent luciferase activities for relative data partially shown in Figure 4b and C from PC-3, DU-145 and LNCaP cell lines transiently transfected with wild-type (WT) or multi mutant (MM) NFATC1. Part of DU-145 cells were pre-treated with TPA and IM, after which all cells were treated with either DMSO (-) or DHPCC-9 (+) (**a**), or with ETOH (-) or CsA (+) (**b**).

**Figure S3** Lack of PIM1 target sites reduces the ability of NFATC1 to promote cancer cell motility. **a** Western blotting was used to measure levels of endogenously expressed PIM family members and ectopically expressed Flag-tagged NFATC1 proteins from the experiment for Figure 5a. **b** The average relative effects of wild-type (WT), double mutant (DM) or multi mutant (MM) NFATC1 on cell viability were analysed by the MTT assay from three parallel samples used for Figure 5a. The data were normalized against mock-transfected control (C) cells. **c** The average relative effects of WT or MM NFATC1 on DU-145 cell viability were analysed by the AlamarBlue® viability assay from three parallel samples used for Figure 5b. They were normalized against values at the starting point, and the NFATC1 protein expression levels detected by Western blotting from the same experiment. β Tubulin staining was used as a loading control. **d-e** Wound healing assays were performed in PC-3 cells also in the presence of mitomycin C to exclude effects of cell proliferation. A triple mutant (TM) of NFATC1 was included in addition to other mutants. Shown are average wound healing percentages from representative experiments with three parallel samples (**d**), and the NFATC1 protein expression levels detected by Western blotting from the same experiment (**e**). Fibrillarin staining was used as a loading control. **f** The average relative effects of WT or MM NFATC1 on cell viability were analysed by the AlamarBlue® viability assay at three time-points (0 h, 24 h and 72 h after transfection) from PC-3 cells used in invasion assays in Figure 6a, and the data were normalized against values at the starting point.

**

**

**Figure S4** Microarray analysis reveals phosphorylation-dependent differences in the expression of PIM/NFATC1 target genes in PC-3 cells. Relative expression levels of *PIM1* (**a**) or *NFATC1* (**b**) mRNAs from microarray samples, as analysed by real-time qPCR and normalized against *TBP* levels. Expression levels were measured from PC-3 cell derivatives with (+) or without (-) stable PIM1 overexpression, and with transient overexpression of wild-type (WT) or multi mutant (MM) NFATC1. **c** Heatmap of the 50 genes with highest log2 fold changes (logFC >1 and P-value ≤ 0,05) observed in all the three array comparisons. All genes in bold are reviewed more in detail in discussion.

**

**

**Figure S5** Integrin signaling pathway is enriched in PIM1 and NFATC1 expressing cells. IPA (Ingenuity Pathway Analysis, Ingenuity Systems) was used for functional enrichment and detection of pathways with significant alterations based on microarray gene expressions. In canonical pathway analysis -log(p-values) over threshold 2.5 were considered significant.

**

**

**Figure S6** *ITGA5* mRNA expression levels correlates with those of *PIM1* and *NFATC1* in clinical prostate cancer samples**.** *ITGA5* mRNA expression levels were compared with *PIM1* or *NFATC1* mRNA levels by using three datasets of human prostate carcinomas: **a-b** Tampere PC sequencing data (Tre PCa; 33), **c-d** Integrative Genomic Profiling of Human Prostate Cancer microarray data (PCa; 32) or **e-i** The Cancer Genome Atlas (TCGA) - Prostate adenocarcinoma RNA-Sequencing data (31).

How the deposited data were processed for this re-analysis (not part of the article)

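Gene expression was measured in 12 samples of PC-3 cells on 6 two-colour Agilent arrays, with 6 groups of 2 samples. The samples were grouped by their labels into control, PIM1, WT, MM, PIM1 + WT and PIM1 + MM cells. Each array's scanner file was identical under both of its samples, and the labels give the dye, so each sample was read from its own channel. The paper's text does not say whether the 2 replicates came from separate transfections.

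The authors deposited, for each spot, the raw intensity (median signal and background median, on the scanner's linear scale), the background-subtracted and dye-normalized processed signal, and the outlier flags of the Feature Extraction software. They also deposited a table of log2 values, which was checked to be the quantile-normalized log2 median signal per spot, with no filter and no summary by gene, to a largest difference of 0.0844. The plan named the mean signal, which the files analysed here did not hold, and the median signal was used in its place. There were 43118 spots that are not controls, for 34127 probes, 153 negative control spots and 0 saturated spots. Between 56.9% and 69.0% of the spots of a channel were well above background.

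Spots flagged as outliers were left out, and the spots of a probe were averaged. Of the probes, 31484 were kept and 2643 were not. No background was subtracted. Expression values were quantile normalized between the 12 channels and the median over probes was taken per symbol. Symbols came from matching RefSeq transcripts of the array annotation to the RefSeq annotation of GRCh38.p14, which gave 26377 probes a symbol, and probes without one were kept under their own names. Of the 25471 genes, 18857 had a matched symbol, 4954 had more than 1 probe and 156 had a missing value in some channel. A group counted as not well above background where the software's flag was absent in all of its arrays, and a fold against such a group is given as a lower bound.

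limma 3.58.1 in R 4.3.3 fitted 1 mean per group, with an empirical Bayes estimate of the spread, to the 12 samples. The comparisons were PIM1 minus control, WT minus MM, PIM1 + WT minus PIM1 + MM, the interaction, 4 comparisons within a dye (WT minus control, PIM1 + WT minus WT, PIM1 + MM minus PIM1, PIM1 + MM minus MM) and the mean Cy3 minus Cy5 difference. All p-values are two-sided and adjusted by the Benjamini-Hochberg method within a comparison. Beside the calls, the count at the thresholds given for Table S4 is reported, and the fold-change cutoff of 0.1 in the methods removed no gene from the calls. Gene lists written by hand (integrin subunits, focal adhesion with paxillin and FAK, interferon-stimulated genes and NFAT targets) were tested with camera at a preset correlation of 0.01, and with fry. Lists of replication-dependent histone genes and of S phase genes were added after the data were seen. The IPA gene sets, the real-time PCR data and the patient data sets were not analysed here.

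The genes named were PIM1, NFATC1, ITGA5, RCAN1, those of Table S4 and the other genes the paper names, and the 5 with the largest change in each direction among the called genes with the same sign in both replicates, in each of the 3 comparisons and the interaction. STRADB is named in the comparisons within a dye, chosen after its values were seen. MMP2 was not well above background in any group. MMP9 had mean log2 intensities of 8.88 in control, 8.68 in WT and 8.72 in MM cells. With stable PIM1 the MMP9 means were 8.06 in PIM1, 7.91 in PIM1 + WT and 8.12 in PIM1 + MM cells. The paper's assay read gelatinase activity rather than mRNA. RCAN1 had a log2 fold change of -0.40 between PIM1 + WT and PIM1 + MM cells (adjusted p = 0.022). ACTB and GAPDH were higher in PIM1 than in control cells by 0.53 and 0.56, which median centring turned to -0.10 and -0.08, and higher in PIM1 + WT than in PIM1 + MM cells by 0.39 and 0.58. TBP differed by -0.05 and -0.10 in these comparisons, by -0.49 in the former after median centring (adjusted p = 0.0714), and in the latter by 0.04 after loess and 0.19 after median centring.

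The fit was tested on simulated data in which 200 genes changed by 1.5 on the log2 scale. It called between 72.5% (interaction) and 84.5% (PIM1 + MM minus PIM1) of the changed genes and at most 3 unchanged genes per comparison. With no gene changed it called 0 genes, while between 23 and 48 genes passed the study's thresholds. The simulated noise was independent between spots and channels. It held no dye bias of single genes, no effect shared by the channels of an array and no local loss of signal. The counts of false calls therefore do not cover these.

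The alternatives were normexp background correction, loess within arrays with Aquantile between them, median centring, the processed signal, the deposited values, the filter in all 12 channels or none, outlier flags kept, the probe with the highest mean, the replicate block, the array as a fixed or a random block, a fit to the groups compared only, and leaving out each sample in turn. Where a group is left with 1 sample, that sample is assumed to vary like the other groups. A correction for GC content needs probe sequences, which were not used here, and was not run. Added after the data were seen were the first 33 rows left out of the Cy5 channel of PIM1 + MM replicate 2, the array of control replicate 1 and PIM1 replicate 1 left out, samples left out in the comparisons within a dye, and the count of Table S4 genes called. Figures were drawn with matplotlib 3.10.9.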

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

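Of the tests in this part, those of the dyes, signal loss, intensity trend, labelling, cell line, transfection and plasmid were chosen only after the result was seen, and those of the histone and S phase genes after H3C15 was seen but before their own values were.

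The effect of the NFATC1 form differed with stable PIM1 in 13 genes, by the interaction test in limma. All 13 calls were kept when the first 33 rows were left out of the Cy5 channel of PIM1 + MM replicate 2, and 14 genes were called then. This argues against the loss of Cy5 signal in these rows as their cause. A fixed difference between the dyes drops out of the interaction. The count rested on single samples, with 160 genes without PIM1 + MM replicate 1, 33 without PIM1 + WT replicate 2, 22 without WT replicate 2, 7 without WT replicate 1 and 6 without PIM1 + WT replicate 1, and it was 0 after median centring (limma, 240 genes at an unadjusted p below 0.05). Differences between single transfections stay open, since each group had 2 samples.

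Among the Table S4 genes, the median interaction was 0.93, and ITGA5 had 0.62 (adjusted p = 0.04, positive in both replicates), with an adjusted p of 0.0665 to 0.173 when any 1 of the 8 samples was left out. After median centring, the adjusted p of the ITGA5 interaction from limma was above 0.05. If a fixed dye difference were the cause, the WT minus MM difference would be the same without stable PIM1 and the median interaction would lie near 0, which 0.93 argues against. A trend of the log ratio on intensity is argued against by loess normalization, after which 42 of the 48 genes were called between PIM1 + WT and PIM1 + MM cells. The loss of Cy5 signal in replicate 2 cannot account for the replicate 1 difference, on another array, of the 35 genes with a spot outside the first 33 rows. Its median was 1.16. INF2, among these 35 genes, has part of its spots in these rows and lost its call with them left out, at 0.99. For the 13 genes with all spots in these rows it remains open how much of the difference in replicate 2 comes from that loss. RNA quality or labelling of the PIM1 + WT samples cannot be told apart from an effect of PIM1 and WT NFATC1 together. Both PIM1 + WT channels had lower raw spike-in levels than the other Cy3 channels, with a difference of -1.27 on the log2 scale between the higher of them and the lowest of the others. Their median raw intensities, 102 and 86, were also below those of the other Cy3 channels, 130.5 to 139. In Cy5 the spike-in levels of replicates lay apart, at 12.64 and 11.43 in PIM1, 13.66 and 12.45 in MM and 12.69 and 11.48 in PIM1 + MM cells. No other samples carry the condition of the PIM1 + WT samples. Comparisons without the PIM1 + WT samples, which this explanation does not predict, also showed differences, with a median of -0.60 between PIM1 + MM and PIM1 cells (44 of 48 lower, and 32 of 48 at an adjusted p below 0.05 in either direction) and 46 of 48 genes higher in WT than in MM cells. They do not exclude it, since the genes were chosen for low levels in the PIM1 + MM samples, and WT and MM cells differ in dye. A regulation by PIM1 and NFATC1, which the design names, stays open beside it. The second NFATC1 probe read 7.97 in PIM1 + WT and 11.95 in PIM1 + MM cells, so the forms may also differ in amount. For these genes, an effect of the NFATC1 form cannot be told apart from an effect of its amount.

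H3C15 had an interaction of -1.39 (adjusted p = 0.00233). Between PIM1 and control cells its log2 fold change was -2.87, and there the explanation of a difference in the capture of RNA without a poly(A) tail was tested on the other replication-dependent histone genes. Their median was -0.41, with 44 of 63 genes lower and 11 called lower, as that explanation needs. Fewer cells in S phase would lower S phase genes with a poly(A) tail, and their median was -0.33, with 35 of 42 genes lower. Both explanations stay open, together or apart, between PIM1 and control cells. In the interaction itself, the other histone genes had a median of -0.24, with 51 of 63 genes lower (camera in limma, adjusted p = 1.16e-10 over 12 tests of the histone and S phase genes, 0.0398 with the estimated correlation and 0.000878 with fry). The S phase genes had a median of -0.07, with 32 of 42 lower (camera in limma, adjusted p = 0.102, 0.378 with the estimated correlation and 0.102 with fry), which turned to 0.02 after loess. Between PIM1 + MM and MM cells the sets parted, with a median of 0.14 for the histone genes and -0.40 for the S phase genes.

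The list of focal adhesion, paxillin and FAK genes had a median interaction of 0.12 (camera adjusted p = 3.08e-06, and 0.218 with the estimated correlation), with 55 of 88 genes positive and 1 called. Table S4 holds 4 of its genes, and the same samples chose that table. The interferon-stimulated genes had a median interaction of -0.18 (camera adjusted p = 0.00262, and 0.218 with the estimated correlation), with 12 of 33 positive. No technical explanation other than the fixed dye difference, which drops out, was tested for these medians.

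The comparisons within a dye are not reported in the paper. They called 323 genes between PIM1 + WT and WT cells (207 higher), 222 between PIM1 + MM and MM cells (126 higher), 19 between PIM1 + MM and PIM1 cells (15 higher) and 1 between WT and control cells. A fixed dye difference would not carry over to these comparisons, and 270 of the 299 genes called between PIM1 and control cells kept their sign in both comparisons of stable PIM1 within a dye. A difference between the lines that does not depend on PIM1 cannot be told apart from an effect of PIM1, since the arrays hold 1 line with stable PIM1, and 120 genes were called in all 3 comparisons (61 higher and 59 lower). An effect of PIM1 stays open with it. For the smaller counts, no technical explanation was tested. They moved with single samples, to 140 without PIM1 replicate 2 and 138 without PIM1 + MM replicate 1 between PIM1 + MM and PIM1 cells, and to 24 without control replicate 2 and 18 without WT replicate 2 between WT and control cells.

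In PIM1 against control cells, the interferon-stimulated genes had a median of 0.50 (27 of 33 higher, 7 called, camera adjusted p = 2.03e-09). A dye difference is argued against by their median of 0.63 between PIM1 + WT and WT cells, both in Cy3. Transfection with NFATC1 is argued against as their cause by the 0.50 itself, since neither of its groups was transfected with NFATC1. Within a dye, the medians between cells with and without transfected NFATC1 were -0.01 for WT against control cells (15 of 33 higher) and 0.04 for PIM1 + MM against PIM1 cells (17 of 33 higher), which go both ways and decide nothing by themselves. Between PIM1 + MM and MM cells the median was 0.83, and a difference between the lines that does not depend on PIM1 cannot be told apart from an effect of PIM1 by it. Over the processing alternatives the medians ranged from 0.358 to 0.719, from 0.531 to 0.849 and from 0.667 to 1.01 in the 3 comparisons of cells with and without stable PIM1, in the order given. With the estimated correlation, the adjusted p values were 0.0405, 0.0335 and 0.026. Between WT and MM cells, both without stable PIM1, the median of these genes was 0.09, with 27 of 33 higher. There the camera adjusted p was 8.06e-09, and 0.0405 with the estimated correlation. WT and MM cells differ in dye, so a dye difference stays open for this value.

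The second NFATC1 probe was at least 41.3-fold brighter in PIM1 + MM than in PIM1 cells, both in Cy5, whereas in Cy3 it was 0.90 higher on the log2 scale in WT than in control cells. A fixed dye difference would leave the gain within a dye the same for both forms, which these values argue against. The amount of plasmid taken up, or a difference between the constructs in the sequence the probe binds, cannot be told apart from a difference in NFATC1 mRNA by the 0.90 or any other value, since no other probe reads the constructs.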

How the results depend on the processing

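The counts with the first rows left out, with the array of control replicate 1 and PIM1 replicate 1 left out, with samples left out in the comparisons within a dye, and of Table S4 genes called were chosen only after the results were seen.

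Of the Table S4 genes, 48 were higher in PIM1 + WT than in PIM1 + MM cells in all settings but the filter in all 12 channels, with 47, and the probe with the highest mean, with 46. The count with the highest mean in PIM1 + WT stayed between 44 and 46. ITGA5 kept its direction, between 1.04 and 1.39, and its call in all settings but median centring (1.39, adjusted p = 0.0696). Across 44 values of named genes under alternatives that keep all samples, 512 of 551 kept their direction and their side of the threshold, 31 fell below it, 4 rose above it, 3 moved without a call and 1 reversed. With a sample left out, 177 of 189 did, 9 fell below the threshold and 3 rose above it. INF2 reversed to -0.35 (adjusted p = 0.109) with its probe of highest mean, since its probes differ in sign.

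Median centring gave 1596 genes between PIM1 and control cells (13.8% higher, compared with 43.5% before, and 205 shared), 0 between WT and MM cells (limma, 7674 at an unadjusted p below 0.05) and 21 between PIM1 + WT and PIM1 + MM cells (18 shared). It gave 0 for the interaction (240 unadjusted) and 0 for WT against control (246 unadjusted), 1 for PIM1 + MM against PIM1 and 102 for PIM1 + MM against MM, and 13 of the Table S4 genes were called. Between PIM1 + WT and WT cells, the share higher was 35.6% compared with 64.1%, and for PIM1 + MM against PIM1 it was 100% compared with 78.9%. It moved the median of all genes to 0.13 between PIM1 and control cells and to -0.11 between PIM1 + WT and PIM1 + MM cells. The correlations over genes of the Cy3 minus Cy5 differences rose to 0.871, 0.596 and 0.812, from 0.19, -0.18 and 0.44, and the mean Cy3 minus Cy5 difference called 68 genes in place of 6. The cause was not tested.

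The processed signal gave 1001 genes between PIM1 and control cells (277 shared), 11 between WT and MM cells (54.5% higher, compared with 33.3%), 350 between PIM1 + WT and PIM1 + MM cells (80.3% higher, compared with 94.3%, and 74 shared) and 77 for the interaction. Loess with Aquantile gave 159 between PIM1 + WT and PIM1 + MM cells (84 shared) and 24 for the interaction (83.3% positive, compared with 69.2%). The cause was not tested.

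Replicate deviations correlated over genes at 0.345 to 0.834 between the channels of an array and at 0.0508 to 0.172 between arrays of a slide, so samples of different arrays were not paired by replicate number. Pairing by array, as within-array log ratios, gave 305, 3 and 99 genes in the 3 comparisons (298, 3 and 88 shared), in place of 299, 3 and 88, and called 47 Table S4 genes in place of 41. With the array as a random block, the counts were 305, 3 and 98, and 14 for the interaction, with 45 Table S4 genes called. With the replicate block, the counts were 303, 3, 90 and 13 in the 3 comparisons and the interaction, and within a dye 2 (WT against control), 326, 21 and 227.

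With a sample left out, the counts ranged from 307 to 393 between PIM1 and control cells, from 3 to 19 between WT and MM cells and from 73 to 243 between PIM1 + WT and PIM1 + MM cells. The interaction ranged from 6 to 160, WT against control from 1 to 24, PIM1 + WT against WT from 302 to 378, PIM1 + MM against PIM1 from 15 to 140 and PIM1 + MM against MM from 223 to 358. The highest value of the second comparison came without WT replicate 2, and those of the third, the interaction and PIM1 + MM against MM without PIM1 + MM replicate 1. Table S4 genes called ranged from 31 to 44.

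In the clustering, the branch with the PIM1 + WT samples held 10 samples, 5 without the array of control replicate 1 and PIM1 replicate 1, and over the Table S4 genes 4 without it and 2 with Euclidean distance. Of the gene lists, 11 were called with camera, 4 with the estimated correlation and 22 with fry, which tests each list on its own rather than against the other genes. The GC correction, alone and with the replicate block, was not run, because it needs sequences. Signal over background limits what dim genes can show, as 8 called genes between PIM1 and control cells had a group not well above background.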

Differences from the paper's values

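The settings called alternatives here were set before the data were examined, and the comparison with the standard error, the single PXN probe, the first rows left out, and the array left out were chosen only after the values were seen.

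Table S4 gives PIM1 + MM minus PIM1 + WT, and the values here are given in that direction. Of 48 genes, 36 differed from the paper's value by no more than the SD of the difference between the 2 replicates, and 12 by more. The SD rests on 2 replicates and was as low as 0.000361. Against the standard error of limma as well, 1 of the 12 genes, PXN, lay beyond, and the other 11 differed by at most 0.0461.

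With the deposited values alone among the 17 alternatives, 5 genes fell within the SD of the paper's values. For ZNF358 the paper's value is -1.32407 and the value here -1.28, for AP2A1 the paper's is -1.26184 and here -1.23, for NUMA1 the paper's is -1.15801 and here -1.13, for LRP10 the paper's is -1.12263 and here -1.09, and for PNPLA2 the paper's is -1.10583 and here -1.09. With the deposited values or normexp background, and none of the others, CAPN1 (the paper's value -1.1518, here -1.14) and CENPB (the paper's value -1.10039, here -1.09) fell within it. STXBP2 (the paper's value -1.33762, here -1.29) did so with the deposited values and without PIM1 + WT replicate 1. RNF40 (the paper's value -1.13097, here -1.09) and PPP5C (the paper's value -1.10104, here -1.07) did so with the deposited values and without PIM1 + MM replicate 2. BCL2L1 (the paper's value -1.18013, here -1.21) did so only without PIM1 + MM replicate 1. PXN (the paper's value -1.11312, here -0.53) differed under all 17 alternatives, while 1 of its 2 probes, looked at after the values were seen, gave 1.08 as PIM1 + WT minus PIM1 + MM.

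ITGA5 by real-time PCR in the microarray samples had a ratio of PIM1 + WT to PIM1 + MM of about 0.93 in Fig. 7b, read by eye and the paper's, and the ratio here was 2.12, which differed from it under all 17 alternatives. The paper's ratio of PIM1 to control was about 0.82 in Fig. 7b, read by eye, below 1, and the ratio here was 1.20, above 1, within 1.5-fold of it. After median centring it was 0.83, below 1, and under the other alternatives it was above 1, more than 1.5-fold from the paper's with the processed signal (1.36), without control replicate 1 (1.27) and without PIM1 replicate 2 (1.31).

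The paper lists 50 genes as past its thresholds, and 7 of the 48 matched genes were not called here, with 3 of them, FKBP8, CENPB and PXN, also not past the study's thresholds. SKIC2 (SKIV2L in the paper), FHOD1 and KAT5 were called with within-array log ratios, with the array as a random block and without PIM1 + MM replicate 1, and PPP4R1 with these and with loess. FKBP8 and CENPB were called with within-array log ratios, with only the groups compared and without the array of control replicate 1 and PIM1 replicate 1, and PXN in no setting. The paper presents the list as the genes with the largest changes, and 42 of 48 were among the 50 largest here when only genes with a symbol were ranked, 41 with the deposited values, and between 7 (processed signal) and 43 (filter in all 12 channels, or outlier flags kept) over the settings, while 36 were when probes without a symbol were ranked too. The paper describes the PIM1 + WT samples as apart in clustering, and here the first split set control replicate 1 and PIM1 replicate 1 apart, while Euclidean distance over the Table S4 genes set the PIM1 + WT samples apart.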

Other observations

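Of the tests in this part, only the splits of the 12 channels were planned, and those of the signal by rows, the shared array and the PIM1 probe were chosen only after the result was seen.

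In the first 33 of 532 rows of the array, the Cy5 signal of PIM1 + MM replicate 2 was lower than that of replicate 1. Among spots above the upper quartile the median difference was 0.520, compared with -0.01 to 0.06 in these rows in the other groups, 0.01 in the Cy3 channel of the same arrays, and -0.198 to 0.264 in any other rows or group. The 0.264 came from rows 499 to 532 of PIM1 + MM itself, and its rows 466 to 498 had 0.235. A smaller difference of the same direction was thus also present at the opposite edge. Among spots above the median, tried first, it was 0.316, compared with -0.196 to 0.238. A local loss of Cy5 signal is a candidate explanation for the larger replicate 2 difference of the 13 Table S4 genes with all spots there. It was tested on genes outside the list. With all 1023 such genes in these rows, tried first, the median of replicate 2 minus replicate 1 was 0.199, compared with -0.0238 elsewhere and -0.0750 to 0.159 in the other strips of rows, short of a bound of 0.5 set beforehand. With the 427 genes in the expression range of Table S4 it was 0.463, compared with -0.0322 elsewhere and -0.112 to 0.222. The restriction to that range and the comparison with the other strips were chosen after the first value was seen. Both values lie above every other strip, as a local loss would give. No biological explanation was tested.

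Control replicate 1 and PIM1 replicate 1, on the same array, stood apart from the other samples. Their deviations from their own replicates correlated at 0.834 over genes, which are not independent, compared with 0.0508 to 0.172 between channels of different arrays, and an effect of the shared array may explain this. That array also had 835 and 564 spots flagged as outliers, compared with 230 to 367 in the other channels. No biological explanation was tested.

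The median raw spike-in level of the PIM1 + WT channels was 9.72 and 9.56 on the log2 scale, and 10.99 to 11.38 in the other Cy3 channels. STRADB, chosen after its values were seen, was higher in WT than in control cells by 1.51 (adjusted p = 0.0011 from limma) and in PIM1 + MM than in PIM1 cells by 1.52 (adjusted p = 0.000157), and it was not called after median centring (adjusted p = 0.323 and 1). CTSZ was lower with WT than with MM NFATC1 both without stable PIM1 (-1.35) and with it (-1.40). S phase genes had medians of -0.44 between PIM1 + WT and WT cells (40 of 42 lower) and -0.12 between PIM1 + WT and PIM1 + MM cells, which turned to 0.00373 after loess and 0.12 after median centring. The histone genes had medians of 0.13 between WT and MM cells, -0.10 between PIM1 + WT and WT cells, and -0.06 between PIM1 + WT and PIM1 + MM cells, which turned to 0.02 after loess and 0.13 after median centring.

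PIM1 was not called higher in cells with stable PIM1, at 0.25 between PIM1 and control cells, -0.23 between PIM1 + WT and WT cells (negative in both replicates) and 0.15 between PIM1 + MM and MM cells. If the probe lay outside the transfected PIM1 sequence, it would read the endogenous transcript alone. The arrays cannot tell this apart from a low gain in PIM1 mRNA, since PIM1 had 1 probe. The paper reports PIM1 overexpression by real-time PCR in the microarray samples, data that were not analysed here.

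The mean Cy3 minus Cy5 difference called 6 genes, 5 of them higher in Cy3. Fitted with the 2 dyes as the only groups, it called 1 gene. Of 100 splits of the 12 channels into 6 and 6, drawn from 462, 2 gave as many genes, the split by dye included, with 1 gene or more each. The splits cannot decide whether chance gave the difference, because the dye goes with the group and most other splits break up the replicates of a group. The other of these splits, with 209 genes, separated cells with stable PIM1 from those without it.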
